# *Bdh2* Deficiency Promotes Endoderm-Biased Early Differentiation of Mouse Embryonic Stem Cells

**DOI:** 10.3389/fcell.2021.655145

**Published:** 2021-04-08

**Authors:** Yuting Fu, Fangyuan Liu, Shuo Cao, Jia Zhang, Huizhi Wang, Baojiang Wu, Yongli Song, Shuguang Duo, Xihe Li, Siqin Bao

**Keywords:** BDH2, embryonic stem cells, CRISPR/Cas9, endoderm differentiation, DNA methylation

## Abstract

3-hydroxybutyrate dehydrogenase-2 (*Bdh2*), a short-chain dehydrogenase, catalyzes a rate-limiting step in the biogenesis of the mammalian siderophore, playing a key role in iron homeostasis, energy metabolism and apoptosis. However, the function of *Bdh2* in embryonic stem cells (ESCs) remains unknown. To gain insights into the role of *Bdh2* on pluripotency and cell fate decisions of mouse ESCs, we generated *Bdh2* homozygous knockout lines for both mouse advanced embryonic stem cell (ASC) and ESC using CRISPR/Cas9 genome editing technology. *Bdh2* deficiency in both ASCs and ESCs had no effect on expression of core pluripotent transcription factors and alkaline phosphatase activity, suggesting dispensability of *Bdh2* for self-renewal and pluripotency of ESCs. Interestingly, cells with *Bdh2* deficiency exhibited potency of endoderm differentiation *in vitro*; with upregulated endoderm associated genes revealed by RNA-seq and RT-qPCR. We further demonstrate that *Bdh2* loss inhibited expression of multiple methyltransferases (DNMTs) at both RNA and protein level, suggesting that *Bdh2* may be essentially required to maintain DNA methylation in ASCs and ESCs. Overall, this study provides valuable data and resources for understanding how *Bdh2* regulate earliest cell fate decision and DNA methylation in ASCs/ESCs.

## Introduction

Mouse embryonic stem cells (ESCs), derived from the inner cell mass (ICM) of blastocysts, can be maintained by self-renewal or differentiate into the three germ layers in embryonic tissues (Evans and Kaufman, 1981). Inhibitors of Mek1/2 (PD0325901, PD) and Gsk3β (CHIR99021, CH), enhanced the derivation of ESCs and promoted ground-state pluripotency (Ying et al., 2008), which was defined as “naïve pluripotency” when LIF was added (2i/L-ESCs) (Nichols and Smith, 2009). The balance of ESCs self-renewal and differentiation is tightly regulated and accurately orchestrated through the modulation of chromatin structures associated with transcriptional regulation (Young, 2011; Tee and Reinberg, 2014; Novo et al., 2016). Three germ layers can be acquired *in vitro* by inducing spontaneous and irreversible differentiation through aggregation of stem cells known as embryoid bodies (Posfai et al., 2014; Chen et al., 2016). However, it remains elusive how ESCs exit pluripotency and undergo lineage differentiation.

Guo et al. (2006) identified a novel cytosolic 3-hydroxybutyrate dehydrogenase-2 (*Bdh2*) as a short-chain dehydrogenase/reductase family member, originally named as *DHRS6*. It has been reported *Bdh2* catalyzes a rate-limiting step in the biogenesis of the mammalian siderophore 2, 5-dihydroxybenzoic acid (2, 5-DHBA), which identified as an iron-binding molecule in mammalian cells (Devireddy et al., 2010). In cultured mammalian cells, as well as in developing zebrafish embryos, depletion of the mammalian siderophore by inhibiting expression of *Bdh2* results in abnormal accumulation of intracellular iron and heme deficiency (Devireddy et al., 2010; Davuluri et al., 2016). *Bdh2* null mice developed microcytic anemia and tissue iron overload, especially in the spleen, and exogenous supplementation with 2,5-DHBA alleviates splenic iron overload in *Bdh2* null mice (Liu et al., 2014a). In addition, *Bdh2* can also play a physiological role in ketone body metabolism, tricarboxylic acid cycle and iron-limiting innate immunity (Guo et al., 2006; Zughaier et al., 2014a, b). Furthermore, Yang et al. (2013) reported that *Bdh2* acts as an anti-apoptotic factor, through a caspase-3 independent pathway. As a result, *Bdh2* may be an independent poor prognosis marker of acute myeloid leukemia by affecting apoptosis (Yang et al., 2013). Overall, *Bdh2* may be a multifunctional gene in mammalian cells. However, the function of *Bdh2* in mouse ESCs and the potential mechanisms involved have not been reported.

We recently showed that the advanced embryonic stem cells (ASCs) represent an intermediate state between naïve (ESCs) and primed pluripotency such as epiblast stem cells (EpiSCs) (Bao et al., 2018). We observed a differential level of *Bdh2* expression between ASCs and ESCs. In order to investigate the precise role of *Bdh2* in the differentiation of ESCs, bi-allelic *Bdh2*-knockout ASCs and ESCs were generated by CRISPR/Cas9. Our results reveal that *Bdh2* plays distinct roles in the regulation of primitive endoderm differentiation *in vitro*, despite the pluripotency is maintained in *Bdh2*-knockout ASCs/ESCs. *Bdh2*-knockout ASCs/ESCs display unique molecular features, which implies the function of *Bdh2* in the maintenance of self-renewal, pluripotency and differentiation.

## Materials and Methods

### Cell Culture

Advanced embryonic stem cells and *Bdh2*-knockout ASCs were cultured in ABCL culture medium comprised Activin A (20 ng/mL, R & D systems), BMP4 (50 ng/mL, R & D systems), CHIR99021 (3 μM, Miltenyi Biotec) and leukemia inhibitory factor (1000 U ml^–1^, Millipore) added into basic N2B27 medium including 50% Neurobasal (Gibco), 50% DMEM/F12 (Gibco), 2 mM GlutaMax (Gibco), 1 × non-essential amino acids (NEAA, Gibco), 1 × Penicillin/Streptomycin (Gibco), 0.1 mM β-mercaptoethanol (Gibco), 0.005% (25 mg) BSA (Gibco) supplemented with 0.5 × N2 (Gibco) and 0.5 × B27 (Gibco). ESCs and *Bdh2*-knockout ESCs were cultured in 2i/L medium consisting of basic N2B27 medium supplemented with PD0325901 (1 μM, Miltenyi Biotec), CHIR99021 (3 μM, Miltenyi Biotec) and leukemia inhibitory factor (1000 U mL^–1^, Millipore). Green fluorescence indicated that GFP expression of the reporter was under the control of *Oct4* promoter and distal enhancer. The colonies could stably passage by Accutase (Life technology) regularly at every 2–3 days. All using plates were coated by fibronectin (1 mg/mL in PBS, Millipore) at least 0.5 h before use.

### *Bdh2*-Knockout ASCs/ESCs Production by CRISPR/Cas9 System

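The *Bdh2* gene (ENSMUSG00000028167), which encodes a 3-hydroxybutyrate dehydrogenase, lies on the plus strand of chromosome 3 of GRCm38 from 135281221 to 135304426. In the GENCODE annotation of this build, 0 other genes overlap it. Both sgRNAs of Table S1 match exon 2 of *Bdh2* transcripts that have 10 exons. The target of sgRNA1, TCCCTTGAGCGGCAGCTGTC, is on the minus strand from 135285628 to 135285647 and is followed by the protospacer adjacent motif AGG. The target of sgRNA2, AGGATCCACTATGGGCCGAC, is on the plus strand from 135285586 to 135285605 and is followed by TGG. The longer form of exon 2 (transcript Bdh2-202) spans 135285515 to 135285667 and its start codon begins at 135285566, so both targets are in its coding sequence. The shorter form (transcript Bdh2-201) spans 135285588 to 135285667 with a start codon at 135285596. In this form the target of sgRNA1 is coding, whereas that of sgRNA2 begins before the exon and runs through the 5′ UTR into the first codons.

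**Figure D1:**
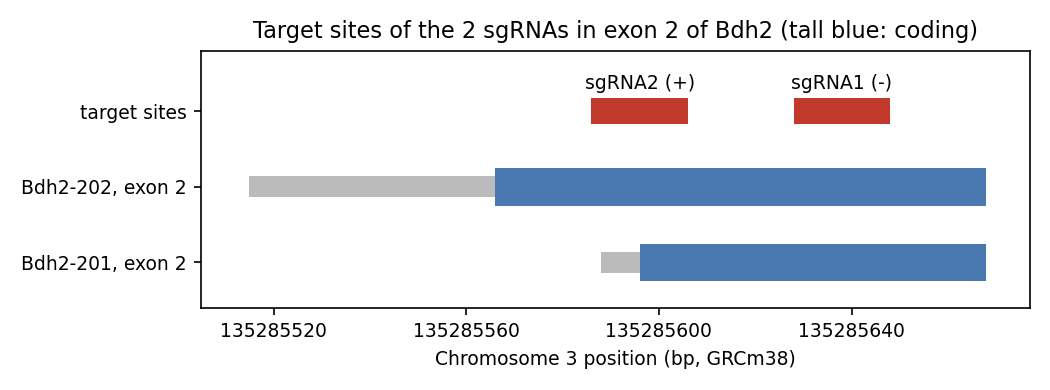
Target sites of the 2 sgRNAs (red) and exon 2 of 2 *Bdh2* transcripts along chromosome 3 of GRCm38, with the position in bp on the horizontal axis. Tall blue boxes are coding sequence and thin grey boxes are 5′ UTR; sgRNA2 lies upstream of sgRNA1, at 135285586 against 135285628.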

The guide RNAs (gRNAs) were designed using CRISPOR^1^ online tool and were synthesized (Sangon Biotech). The sgRNA was cloned PX459 plasmid that was linearized with *Bbs*I restriction enzyme (Thermo Fisher Scientific). Then, plasmids containing sgRNA were transfected into ASCs and ESCs with lipofectamine 2000 (Invitrogen). Transfected cells were treated with 0.6 μg/μL of puromycin at 48 h post-transfection. Then, the selected cells were subjected to fibronectin-coated 96-well plate to obtain a single cell colony. Approximately after 6 days of colony formation, each single colony was picked and expanded. To confirm the specificity of targeting, genomic DNA was extracted from individual clones by TIANamp Genomic DNA Kit (TIANGEN Biotech) and was sequenced.

### AP Staining

Before staining, cells were placed in 4-well plates and washed with 1 × PBS, then fixed in 4% paraformaldehyde at room temperature for 30 min and washed with 1 × PBS again followed by adding AP staining solution. AP staining solution was prepared as following: gently mixed 50 μL sodium nitrite solution with 50 μL FRV-alkaline solution and placed the mixture at 37°C for 3 min, next added 2.25 mL H_2_O and 50 μL naphthol-As-BI alkaline solution into the mixture, finally mixed gently and incubated staining solution with fixed cells in the dark for overnight.

### Karyotype

The tested cells were incubated with 0.2 μg/mL colchicine in culture medium for 2 h and dissociated by using Accutase, then centrifuged at 1500 r/min for 5 min to collect the tested cells. The cells were gently resuspended in 8 ml 0.075 mol/L KCL (Sigma) and incubated in 37°C water bath kettle for 40 min for hypotonic treatment. Stationary liquid (methanol: glacial acetic acid = 3: 1) of 1 mL was subsequently added to the resuspended cells and mixed gently followed by centrifuging at 1000 r/min for 10 min. After discarding supernatant, the cells were mixed gently in 8 mL stationary liquid and incubated in 37°C water bath kettle for 30 min for cell fixation, which repeated twice. Then resuspended the cells with 0.5 mL stationary liquid and dripped the resuspended cells on ice cold glass slides, followed by drying the glass slides for 1 h in 70°C drying oven. The glass slides were stained in Giemsa (Sigma) for 10 min and washed by distilled water, then air-dried following analyzed by LUCIA Cytogenetics.

### RT-qPCR

Total RNA was extracted by Rneasy Mini Kit (Qiagen) and cDNA was isolated by GoScript Reverse Transcription System (Promega). RT-qPCR reactions were set up using the SYBR FAST Universal qPCR kit (KAPA). Relative expression values were normalized to Gapdh expression and data was performed using Ct computing method 2^–ΔΔCt^. Each experiment was performed in technical triplicate. A list of primers used in Supplementary Table 1. Significance between different groups was determined using *T*-test, ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001. The sequences of primers used are listed in Supplementary Table 3.

### Western Blot

Cells were plated onto 6-well plates at 3 × 10^5^ per well and incubated. Subconfluent cells (about 6 × 10^6^) were collected with Accutase, washed three times with cold PBS, and lysed in buffer that contained 20 mM Tris (pH 8.0), 137 mM NaCl, 100 g/L glycerol, 50 g/L Triton X-100, and 4 g/L EDTA; 1 μL PMSF (0.1 M) and 10 μL phosphatase inhibitor (10 g/L) were added per 1 mL lysis buffer immediately before use. The cell lysates were put on ice for 15 min and centrifuged at 12,000 rpm at 4°C for 10 min, and the supernatant was transferred to new tubes. The concentrations of the lysates were measured by Coomassie Plus (Bradford) Assay (Thermo Scientific). Equal amounts (40 μg) of protein were electrophoresed on 12% (w/v) sodium dodecylsulfate polyacrylamide gels. Proteins were transferred to Hybond-polyvinylidene difluoride membranes (Amersham) and incubated with the primary antibodies overnight at 4°C and peroxidase-conjugated secondary antibodies at room temperature for 1 h. Enhanced chemiluminescence (ECL) (Amersham) was used to detect the signals.

### Immunofluorescence

Cells for immunofluorescence assays were washed with PBS and fixed in 4% paraformaldehyde for 30 min at room temperature, and following permeabilized with 0.1% Triton X-100 (Sigma) and 1% BSA in PBS for 30 min. Then incubated cells with primary antibody at 4°C overnight. The cells were subsequently washed three times in 1% BSA, 0.1% Triton X-100 in PBS for 5 min per wash, and incubated with secondary antibody for 1 h at room temperature in the dark, then washed once for 5 min in 1% BSA, 0.1% Triton X-100 in PBS and twice for 5 min in PBS. The cells were then mounted in Vectashield with DAPI (Vector Laboratories) The samples were observed by laser microscope (Nikon, Tokyo, Japan). The anti-bodies used are listed in Supplementary Table 5.

### Cell Cycle Analysis

Cells were dissociated into single cells using Accutase and collected using centrifugation. After being incubated with Hochest33342 for 1 hr at 37°C in the dark, the cell suspension was filtered using a cell strainer (FACSAria II, BD Biosciences) to remove large clumps of cells. The cells were then performed flow cytometry (FACSAria II, BD Company). Data analysis was performed using FlowJo software.

### Generation of Chimera

To generate chimeric embryo, donor cells (12∼15 cells/blastocyst) were microinjected into the ICR mice blastocoel cavity using a piezo-assisted micromanipulator attached to an inverted microscope and recover the injected blastocysts in KSOM medium (Millipore), then transplant the chimeric blastocysts into the uterus of pseudopregnant ICR female mice at 2.5 dpc (days post coitus). The chimeric embryos were collected at E13.5.

### Transcriptome Analysis

Total RNA of ASCs and *Bdh2*-knockout ASCs was isolated by Rneasy Mini Kit (Qiagen). cDNA was synthesized from purified RNA templates. The cDNA libraries were sequenced using Illumina HiSeq10×. The sequencing-obtained raw image data were transformed into sequence data, called raw data or raw reads, which were deposited in the GEO^2^ database under the GEO submission number of GSE158256. Raw data was firstly processed to remove reads with more than 20% low-quality bases and to remove adaptors. Then the clean data were mapped to the reference genome (GRCm38/mm10) with Hisat2(v2.0.5) with default settings. FeatureCounts (v1.5.0-p3) was used for reads counting, and then FPKM (Fragments Per Kilobase of transcript sequence per Millions) of each gene was calculated to estimate gene expression levels. DEGs in different samples were determined using the DEseq2 R package (v1.16.1) with fold change ≥ 1 and adj *p*-value ≤ 0.05. Heatmaps of selected genes were plotted by using the pheatmap R package (v1.0.12). GO and KEGG enrichment analysis was implemented by the clusterProfiler R package. Gene Set Variation Analysis was performed by using the GSVA R package (v1.32.0) and limma package (v3.40.6) with fold change ≥ 0.6 and adj *p*-value ≤ 0.05. GSEA analysis was performed with the GSEA software (v4.0.3) developed by the Broad Institute.

### *In vitro* Differentiation of ASCs/ESCs

Cells on fibronectin-coated plate were incubated with Accutase for 3 min at 37°C till the colonies were completely disaggregated. The colonies were resuspended in EB medium: DMEM/F12 + 20% Knockout serum replacement, KSR (Gibco) + 1% GlutaMax (Gibco) + 1% NEAA (Gibco) + 1% β-mercaptoethanol (Gibco). The colonies were cultured in suspension for up to 7 days at a concentration of 1 × 10^5^ cells/mL.

For primitive endoderm (PrE) differentiation, ASCs and ESCs were differentiated to naïve PrE over the course of 4–8 days by plating 3.7–5.3 × 10^4^ cells cm^–2^ onto gelatinized plates in ESC medium for 24 h. And then cells were grown in RPMI 1640 plus Glutamax (Gibco, 61870036) supplemented with 1 μM Retinoic Acid (Sigma), 3 μM CHIR99021, 20 ng/mL Activin A and 10 ng/mL leukemia inhibitory factor. The medium was changed daily. ESCs differentiated to PrE cells within 4–8 days depending on the cell line and conditions.

### Statistical Analysis

Descriptive statistics were generated for all quantitative data, expressed as mean ± SD. The mean ± SD values were calculated from three samples per group and three technical replicas for per samples. Differences in means between control and *Bdh2*-knockout groups were determined by Student’s *T*-test. All statistical analysis were performed using GraphPad Prism, v.5.0 (GraphPad Software, CA, United States).

### Ethics Statement

All animal experiments were performed in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Inner Mongolia University, China.

## Results

### *Bdh2* Is Distinctly Expressed in Different State Mouse Embryotic Stem Cells

Given that *Bdh2* is known to regulate iron homeostasis, energy metabolism and apoptosis (Yang et al., 2013; Liang et al., 2019; Liu et al., 2014b, 2020), we hypothesized that *Bdh2* may play a role in the regulation of self-renewal, pluripotency or differentiation in ESCs. To investigate these questions, we first analyzed its expression across different state mouse ESC lines in previously published RNAseq datasets of ESC, EpiSC and ASC (Bao et al., 2018). ASCs represents an intermediate state between naïve ESC and primed pluripotency such as EpiSC, which is highly potent and has higher levels of DNA methylation (Bao et al., 2018; Wu et al., 2020). We observed *Bdh2* was expressed at lower levels in ground/naïve state ESCs; in contrast, higher level expression was seen in advanced ESCs with the highest levels in ASCs (Supplementary Figure 1A). To confirm this finding, both RT-qPCR and Western-blot analysis were performed and showed that *Bdh2* expression was significantly higher in ASCs compared with ESCs (Supplementary Figures 1B,C).

### Generation of Bi-allelic *Bdh2*-Knockout Mouse Advanced Pluripotent Embryonic Stem Cells (ASCs) and Embryonic Stem Cells (ESCs)

CRISPR/Cas9 system was applied to target the CDS1 of the *Bdh2* gene using two sgRNAs near the ATG codon (Figure 1A). The sequence of two sgRNAs was listed in Table S1. A total of 98 ASCs and 101 ESCs single colonies were picked for characterization of editing events. PCR was performed, and electrophoresis and Sanger sequencing of PCR products revealed eight ASCs and two ESCs that carried nucleotide deletions. The sequence of primers used in the PCR was listed in Supplementary Table 2. Out of the eight ASC lines, seven were *Bdh2*^–/–^ and one was *Bdh2*^+/–^; all the two ESC lines were *Bdh2*^–/–^ (Supplementary Figures 1D–F). One of the ASCs possessed a bi-allelic 56-nucleotide (nt) deletion, as well as one of the ESCs possessed a bi-allelic 46-nt deletion (Supplementary Figures 1G,H). The establishment rate of *Bdh2*-knockout ASCs and ESCs were 8.2 and 2%, respectively (Supplementary Table 3).

**FIGURE 1:**
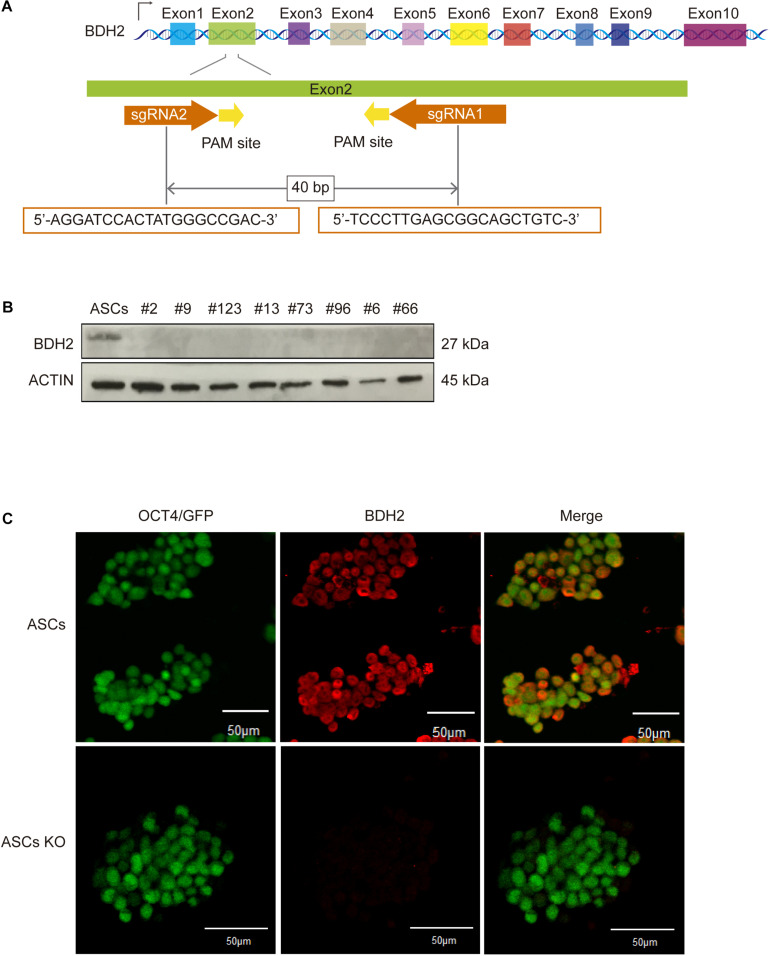
Generation and identification of bi-allelic *Bdh2*-knockout mouse advanced pluripotent stem cells (ASCs). **(A)** Schematic of the exon of *Bdh2* gene and location of gRNAs. **(B)** Western blotting was used to detect the expression of BDH2 in the above eight knockout cells. **(C)** Immunostaining for BDH2 in ASCs and bi-allelic 56-nt clone. nt, nucleotide; PCR, polymerase chain reaction. Scale bars, 50 μm.

The deletions generated in the ASC and ESC lines are frameshift mutations which result in a premature stop codon. Several studies indicate that mRNAs with premature stop codon are eliminated in the cells by nonsense-mediated mRNA decay pathway (Danckwardt et al., 2002; Frischmeyer et al., 2002). To verify whether *Bdh2* was not expressed in these edited ASC and ESC lines, RT-qPCR, western blot and Immunostaining were employed. The results showed that *Bdh2* mRNAs were knocked down to 10–40% in the eight *Bdh2*-knockout ASCs (Supplementary Figure 1I). Importantly, BDH2 protein was barely detectable in all the *Bdh2*- knockout ASCs (Figures 1B,C). Similarly, *Bdh2* mRNAs were also knocked down to 30-50% in two *Bdh2*- knockout ESCs (Supplementary Figure 1J), and the protein levels of BDH2 were undetectable in the two *Bdh2*-knockout ESCs (Supplementary Figures 1K,L).

Taken together, multiple *Bdh2*-knockout ASC and ESC lines were generated; ASCs with the bi-allelic 56 nt-deletion and ESCs with bi-allelic 46 nt-deletion were selected for further studies, in which the *Bdh2* protein translation was successfully abolished.

### *Bdh2* Deficient ASCs and ESCs Display Distinct Cellular Properties in Proliferation and Differentiation

*Bdh2*-knockout ASCs and ESCs exhibited normal morphology similar to wide type (WT) ASCs and ESCs (Figures 2A–C and Supplementary Figures 2A,B). Both WT and *Bdh2*-knockout ASCs/ESCs were alkaline phosphatase (AP)-positive colonies, indicating that deletion of *Bdh2* had no effect on self-renewal potential of the ESCs (Figure 2D and Supplementary Figure 2C). To understand the characteristics of *Bdh2*-knockout ASCs/ESCs, we next determined the expression levels of several pluripotency markers. Both the mRNA and protein of these genes, OCT4, SOX2, and NANOG, were expressed at similar levels in WT and *Bdh2*-knockout ASCs/ESCs (Figures 2E,F and Supplementary Figures 2D,E). Interestingly, *Bdh2*-knockout ASCs propagated more quickly than ASCs, as shown in cell growth curves (Figure 2G). However, *Bdh2* deficiency did not affect the proliferation of ESCs (Supplementary Figure 2F).

**FIGURE 2:**
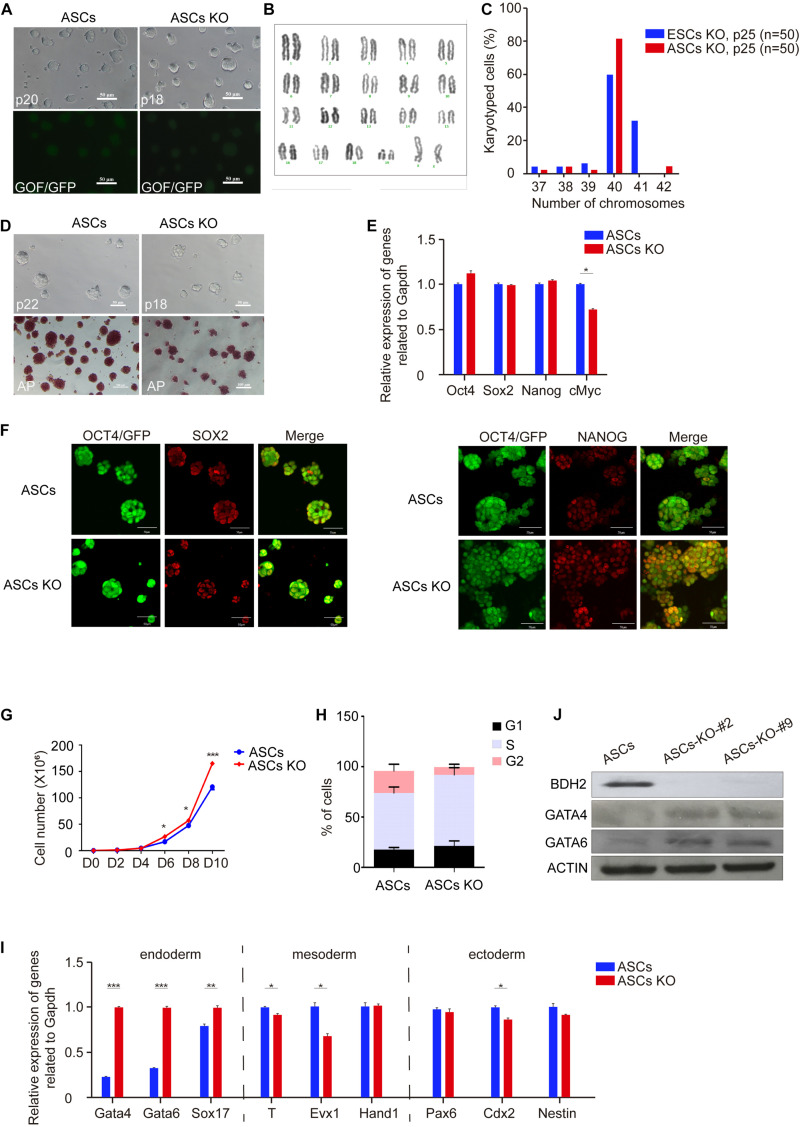
Characteristics of *Bdh2*-knockout ASCs. **(A)** Morphology of *Bdh2*-knockout ASCs. Here, we use ASCs with GOF/GFP reporter. Scale bars, 50 μm. **(B)** Karyotyping of *Bdh2*-knockout ASCs (P25). **(C)** Distribution of chromosome number in *Bdh2*-knockout ASCs (P25) and *Bdh2*-knockout ESCs (P25). **(D)** Alkaline phosphatase (AP) staining on *Bdh2*-knockout ASCs and ASCs. Scale bars, 50 μm. **(E)** Real-time PCR analysis of pluripotency-associated genes expression in the *Bdh2*-knockout ASCs, ASCs were used as control. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, **p < 0.001, ***p < 0.0001. **(F)** Immunostaining of SOX2 and NANOG in *Bdh2*-knockout ASCs and ASCs. Scale bars, 50 μm. **(G)** Cell proliferation curves in *Bdh2*-knockout ASCs and ASCs. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, **p < 0.001, ***p < 0.0001. **(H)** Cell cycle analysis of *Bdh2*-knockout ASCs and ASCs. The percentage of cells in G1, S, and G2 phase were determined by flow cytometry. Values are means of three independent experiments. Error bars indicate mean ± SD. **(I)** Real-time PCR analysis of endoderm, mesoderm, and ectoderm-associated genes expression in the *Bdh2*-knockout ASCs, ASCs were used as control. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, **p < 0.001, ***p < 0.0001. **(J)** Western blotting was used to detect the expression of BDH2, GATA4, and GATA6 in *Bdh2*-knockout ASCs and ASCs.

To confirm these findings, we performed cell cycle analysis. ESCs have a unique cell cycle structure, including long S phase and remarkably short G1 and G2 phase (White and Dalton, 2005). The percentages of cells in G1, S, and G2 phase were determined by flow cytometry. As expected, *Bdh2* deficiency promoted cell growth of ASCs as judged by an increase in the percentage of *Bdh2*-knockout ASCs in S phase compared to ASCs (Figure 2H). However, *Bdh2*-knockout has little impact on cell cycle of ESCs (Supplementary Figure 2G). Collectively, these findings were consistent with the cell proliferation results (Figure 2G and Supplementary Figure 2F).

To address whether *Bdh2* deficiency modulates the expression of gene markers for three germ layers, i.e., endoderm, mesoderm and ectoderm, RT-qPCR was performed. Here, the RT-qPCR analysis data showed that the expression of endoderm marker *Gata4*, *Gata6*, and *Sox17* was significantly upregulated in *Bdh2*-knockout ASCs. In contrast, expression of mesoderm genes *Brachyury* (*T*), *Evx1* and trophectoderm gene *Cdx2* was significantly decreased (Figure 2I). Similarly, the expression of *Gata4* and *Gata6* was found to be significantly upregulated in *Bdh2*-knockout ESCs, while *Brachyury* (*T*) and *Cdx2* transcripts significantly was decreased in *Bdh2*-knockout ESCs (Supplementary Figure 2H). These findings were confirmed by Western Blot and Immunoflourance staining against GATA4, GATA6, SOX17 (Figure 2J and Supplementary Figures 2I,J).

Taken together, our results indicate that *Bdh2* deficiency in ASCs and ESCs did not affect the pluripotency and identity of mouse ESCs. Interestingly, *Bdh2* deficiency promoted proliferation of ASCs but not ESCs by affecting the cell cycle phase distribution. More importantly, deletion of *Bdh2* increased the expression of endoderm marker genes while decreasing the expression of some mesoderm and ectoderm genes. These results suggest that *Bdh2* plays distinct roles in regulating stem cell fate.

### RNA-seq Reveals *Bdh2*-Knockout ASCs Display Molecular Features of Endoderm Differentiation and Reduced Metabolic Processes

To gain further molecular insights into *Bdh2*-knockout ASCs, we determined global gene expression profiles using RNA sequencing (RNA-Seq). 

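ASCs are mouse ESCs kept in an advanced pluripotent state by activin A, BMP4, CHIR99021 and leukemia inhibitory factor. RNA of 3 replicates of WT ASCs and 3 replicates of *Bdh2*-knockout ASCs was sequenced on an Illumina HiSeq instrument. The authors removed adaptors and low-quality reads, mapped the rest to GRCm38 with Hisat2 and counted them on genes with FeatureCounts, and they deposited these counts for 54715 genes without normalization. The counts assigned to genes totalled 18927748, 19819291 and 24945216 in WT ASC replicates 1, 2 and 3, with a median of 19819291. In *Bdh2*-knockout ASC replicates 1, 2 and 3 they totalled 28333541, 27842228 and 24320119, with a median of 27842228. At these depths 3 counts correspond to between 0.106 and 0.158 CPM (the count scaled to the library total), below which a transcript could not be told from counting error. *Bdh2* itself was counted 203, 193 and 209 times in WT ASC replicates 1 to 3 and 164, 136 and 129 times in *Bdh2*-knockout ASC replicates 1 to 3. Normalized by edgeR's TMM method, this is 9.43 ± 1.10 CPM (SD, n = 3) in WT ASCs and 5.44 ± 0.485 CPM (SD, n = 3) in *Bdh2*-knockout ASCs, which is 57.7% of the WT level. The log2 fold change of *Bdh2* was -0.79 (standard error 0.12, adjusted p = 2.46e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -0.88 to -0.71 when each replicate was left out in turn. All 3 knockout replicates were below all 3 WT replicates (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log-transformed CPM values correlated across genes with r from 0.987 to 0.992 among WT ASCs, from 0.991 to 0.994 among *Bdh2*-knockout ASCs and from 0.974 to 0.984 between the genotypes. Replicate counts differed by more than sampling noise in every pair, with a chi-square per gene of 4.10 to 9.70 within a genotype. Because only counting error is excluded, this cannot tell separate cultures from repeated libraries of one RNA. Each library was treated as a separate sample. The paper selected ASCs with 1 bi-allelic deletion for further studies, and whether all 3 knockout libraries come from that clone is not stated. If they do, the p-values measure the spread between libraries only. Traits of that clone then cannot be told from the loss of *Bdh2*. The first principal component carried 59.3% of the variance and separated the genotypes, and the second carried 16.9%. Genes with enough counts for edgeR's default filter, 16758 of the 54715, were tested, and the fold changes given are *Bdh2*-knockout ASCs over WT ASCs.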

To examine differences between *Bdh2*-knockout ASCs and WT ASCs, we analyzed differentially expressed genes using *DEseq2 R package* (adj *p*-value < 0.05, fold change |log2Ratio| ≥ 0). 

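At an adjusted p under 0.05, edgeR's quasi-likelihood test called 6996 of the 16758 tested genes differentially expressed between *Bdh2*-knockout ASCs and WT ASCs. Of these, 3518 were higher and 3478 were lower in *Bdh2*-knockout ASCs. With DESeq2 in place of edgeR on the same counts, 5672 genes passed, 3175 higher and 2497 lower, and 5534 of them were also called by edgeR. Because the samples of both genotypes are numbered 1 to 3, the test was also run with the replicate number as a block. Replicates with the same number deviated from their group means with a mean correlation of 0.0633, against -0.0332 for replicates with different numbers. Under the block 6452 genes were called, 3235 higher and 3217 lower, of which 6338 were shared with the unpaired test. The count moved most when genes were tested against a fold change of 1.2 instead of any change, which left 2457 genes, 1185 higher and 1272 lower. Scaling by library totals alone, without TMM, moved the split between directions, from 50.3% of the called genes higher to 38.03% (2731 higher and 4451 lower). With each replicate left out in turn, between 5613 and 7409 genes were called. The values of the 2 genotypes did not overlap in 8775 genes, 52.4% of those tested, where chance gives 10%.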

There were 5673 differentially expressed genes in *Bdh2*-knockout ASCs compared with WT ASCs; 3175 genes were significantly upregulated, including major endoderm lineage markers (*Gata4*, *Gata6*, *Sox17*, *Sox7*, *Pdgfra*), and 2498 genes were significantly downregulated which are mainly related to metabolic processes (Figure 3A). It is interesting to note that the primitive endoderm markers (*Gata4*, *Gata6*, *Sox7*) and endoderm transcription factor genes (*Sox17*) were highly expressed in *Bdh2*-knockout ASCs compared to WT ASCs (Figure 3B), in line with the RT-qPCR and Western Blot results. 

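The normalized level of *Gata4* was 5.65 ± 0.542 CPM (SD, n = 3) in WT ASCs and 21.03 ± 1.21 CPM (SD, n = 3) in *Bdh2*-knockout ASCs, a log2 fold change of 1.89 (standard error 0.09, adjusted p = 2.18e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gata6* rose from 1.42 ± 0.129 to 5.72 ± 0.469 CPM, a log2 fold change of 2.02 (standard error 0.17, adjusted p = 1.51e-06 from edgeR). *Sox7* rose from 0.743 ± 0.282 to 5.17 ± 0.451 CPM, with a log2 fold change of 2.75 (standard error 0.23, adjusted p = 1.67e-06 from edgeR). The largest change of the endoderm markers was that of *Sox17*, from 1.28 ± 0.210 to 10.3 ± 1.36 CPM, a log2 fold change of 3.00 (standard error 0.16, adjusted p = 4.77e-08 from edgeR). Exons of the antisense transcript *Gm37587* cover 16.8% of the exon bases of *Sox17*, and the paper's text does not say whether the counting used strand. *Pdgfra* changed by a log2 fold change of 2.04 (standard error 0.17, adjusted p = 1.98e-06 from edgeR), from 2.48 ± 0.541 to 10.1 ± 1.63 CPM. For each of the 5 genes all *Bdh2*-knockout replicates lay above all WT replicates (two-sided exact permutation test, p = 0.1, the smallest possible). With single replicates left out, the log2 fold changes stayed between 1.83 and 1.97 for *Gata4*, 1.94 and 2.09 for *Gata6*, 2.59 and 3.14 for *Sox7*, 2.88 and 3.10 for *Sox17*, and 1.87 and 2.20 for *Pdgfra*. *Sox7* moved most when WT ASC replicate 3 was left out, to 3.14. Under the replicate block the log2 fold changes were 1.89 for *Gata4*, 2.01 for *Gata6*, 2.78 for *Sox7*, 3.01 for *Sox17* and 2.04 for *Pdgfra*. Among the other primitive endoderm markers the paper names, *Sparc* had a log2 fold change of 0.78 (standard error 0.06, adjusted p = 7.29e-07 from edgeR), while *Hhex* did not change by more than the replicate error (0.05, standard error 0.14, adjusted p = 0.788 from edgeR).

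**Figure D2:**
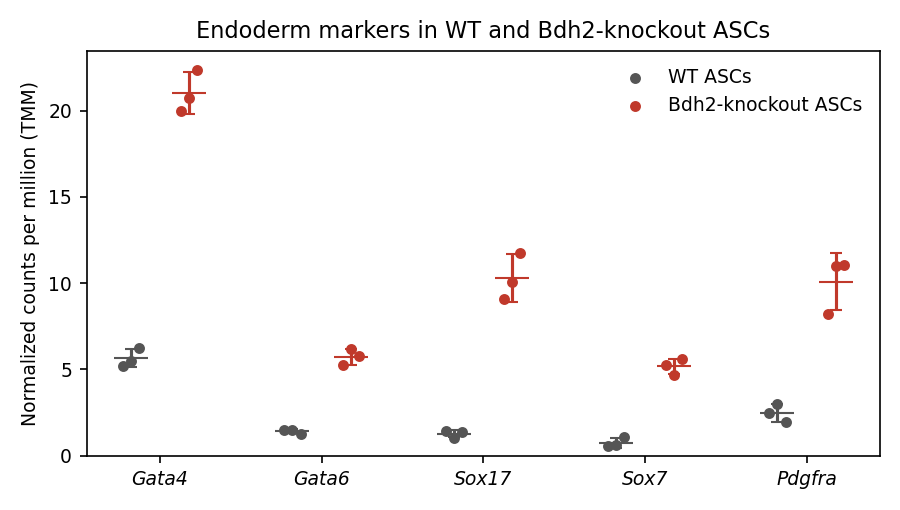
Normalized CPM (vertical axis) of 5 endoderm markers in 3 WT ASC replicates (grey) and 3 *Bdh2*-knockout ASC replicates (red). Points are replicates, horizontal lines are means and error bars are SD; for each gene every red point lies above every grey point.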

Together, these data suggest that *Bdh2* may influence the early differentiation of ESCs.

**FIGURE 3:**
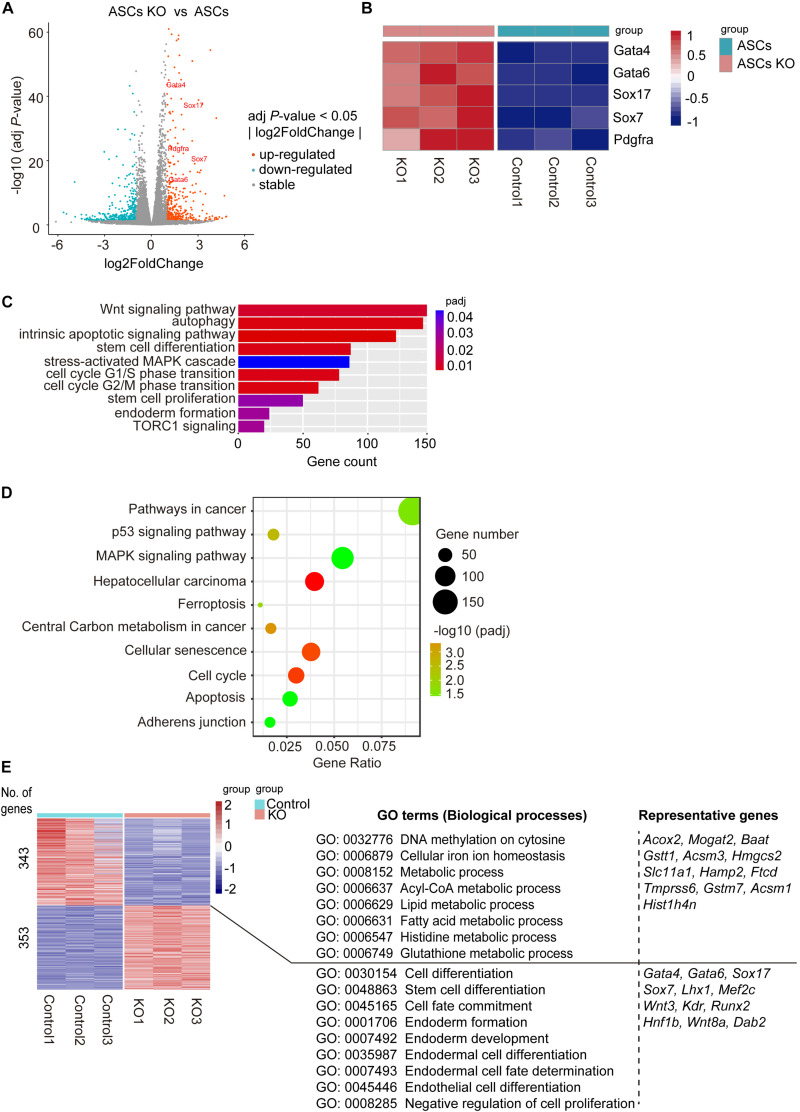
Analysis of molecular features of *Bdh2*-knockout ASCs. **(A)** Volcano plot of differentially expressed genes for *Bdh2*-knockout ASCs versus ASCs. **(B)** Heatmap showing scaled expression of endoderm-associated genes. **(C)** Gene Ontology (GO) analysis of significantly enriched “biological processes” (BP) of the differentially expressed genes (DEGs) for *Bdh2*-knockout ASCs versus ASCs described in **(A)**. **(D)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEGs for *Bdh2*-knockout ASCs versus ASCs described in **(A)**. **(E)** Heatmap showing scaled expression values of a total of 696 DEGs [mean log2 (normalized read counts) > 2, log2 (fold change) ≥ 1, adjusted *p* value < 0.05] in *Bdh2*-knockout ASCs versus ASCs. Significantly enriched GO terms and representative genes in each cluster are listed on the right.

Genes ontology (GO) analysis suggested that GO terms such as “stem cell differentiation,” “endoderm formation,” “stem cell proliferation,” “cell cycle,” “autophagy,” “intrinsic apoptotic signaling pathway” and a number of metabolic process terms in biological process were enriched in the differentially expressed genes between *Bdh2*-knockout ASCs and WT ASCs (Figure 3C and Supplementary Figure 3A). 

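The GO annotation was not used here, and gene lists compiled by hand before the data were examined stood in for the terms. Of 41 tested genes that act in DNA replication and S phase, 15 were higher and 6 were lower in *Bdh2*-knockout ASCs, with a median log2 fold change of 0.06. Higher genes were more frequent among them than among the other tested genes (Fisher's exact test, adjusted p = 0.0428 over the lists), while called genes of either direction were not (adjusted p = 0.363). By rank they did not pass as a set (adjusted p = 0.0818 from limma's camera test over 33 lists), nor did they with the replicate block (0.0798). In the same test they passed as higher with limma-voom (0.0401), no filter on low counts (0.00331), and without WT ASC replicate 3 (0.0486) or *Bdh2*-knockout ASC replicate 2 (0.0493). With DESeq2 they passed too (0.00109), in the preranked form of camera on its test statistics. The range over all alternatives was 0.00109 to 0.252. The median of this list turned to -0.00115 when library totals alone were used for scaling. Of 21 tested Wnt target genes, 6 were higher and 3 lower (median 0.13, camera adjusted p = 0.256, and 0.213 with the replicate block). Among the apoptosis and autophagy genes, *Atg14* had a log2 fold change of 0.46 (standard error 0.06, adjusted p = 9.37e-05) and *Bcl2l1* of 0.45 (standard error 0.06, adjusted p = 4.87e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Casp9* fell, with a log2 fold change of -0.42 (standard error 0.07, adjusted p = 3.37e-04 from edgeR), and so did *Map1lc3a* at -0.33 (standard error 0.07, adjusted p = 0.00185 from edgeR). The changes of *Bax* (0.15, adjusted p = 0.0313 from edgeR), *Mtor* (0.16, adjusted p = 0.0294) and *Bak1* (-0.14, adjusted p = 0.0354) were smaller, and each of these calls was lost under several alternatives, the replicate block included. *Atg5*, *Becn1* and *Map1lc3b* did not pass, with log2 fold changes of -0.03, -0.03 and 0.12.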

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed the top 10 enriched pathways (Figure 3D), including “ferroptosis,” “cell cycle,” “apoptosis,” “adherens junction,” “pathways in cancer,” *etc*. 

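Of 37 tested genes of ferroptosis, an iron-dependent form of cell death, 26 were differentially expressed, 70.3% against 41.7% of the other tested genes (Fisher's exact test, adjusted p = 0.00429 over the lists). The genes moved in both directions, 11 higher and 15 lower (13 and 16 when adjusted over the list alone), with a median log2 fold change of -0.10. The list as a whole had no common direction (adjusted p = 0.700 from limma's camera test, 0.605 with the replicate block). Of 30 tested p53 target genes, which include genes of the apoptosis pathway, 13 were higher and 6 were lower. Their median log2 fold change was 0.07 (camera adjusted p = 0.0175, and 0.0274 with the replicate block). In the adherens junction list 26 of 43 tested genes were differentially expressed, 60.5% (Fisher's exact test, adjusted p = 0.0490).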

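Requiring in addition a log2 fold change of at least 1 in either direction and a mean log2 normalized count above 2, 886 genes remained differentially expressed in edgeR's test. Of these, 344 were higher and 542 lower in *Bdh2*-knockout ASCs. The filter on the mean count removed 0 of the genes. DESeq2 on the same counts gave 702 such genes, 314 higher and 388 lower. With the replicate block the numbers were 914 genes, 339 higher and 575 lower. The largest effect came from testing each gene against a 2-fold change instead of applying the fold change as a filter, after which 103 genes remained, 70 higher and 33 lower. Leaving out single replicates gave between 788 and 1177 genes, and the number of lower genes varied more, from 425 to 789, than that of higher genes, from 334 to 388.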

When cutoff of adj *p*-value < 0.05, fold change |log2Ratio| ≥ 1 was applied, there were 696 differentially expressed genes. 

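Of the 12 higher genes labelled in Figure 3E, 11 could be tested and all 11 were higher in *Bdh2*-knockout ASCs. *Wnt3* rose from 3.50 ± 0.188 CPM (SD, n = 3) in WT ASCs to 7.42 ± 0.301 CPM (SD, n = 3), a log2 fold change of 1.08 (standard error 0.12, adjusted p = 2.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dab2* had a log2 fold change of 2.61 (standard error 0.11), *Kdr* of 1.75 (standard error 0.30) and *Wnt8a* of 1.15 (standard error 0.13). *Lhx1* and *Mef2c* were counted at most 33 times in any library, and their log2 fold changes were 1.67 (standard error 0.42) and 1.503 (standard error 0.40). The call of *Mef2c* was lost when *Bdh2*-knockout ASC replicate 2 was left out. *Runx2* was counted 1, 5 and 6 times in WT ASCs and 14, 9 and 18 times in *Bdh2*-knockout ASCs, which is too few for the filter, so it was not tested. Without the filter its log2 fold change was 1.504 (adjusted p = 0.0229 from edgeR), and with DESeq2 it was 1.55 (adjusted p = 0.115).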

Upregulated genes were mainly enriched in such “GO-biological processes” as “negative regulation of cell proliferation,” “cell fate commitment,” and “endoderm formation,” with representative genes as *Gata4*, *Gata6*, *Sox17*, *Sox7*, *Wnt3*, *Runx2*. The downregulated genes were primarily enriched in DNA methylation (“DNA methylation on cytosine”) and metabolism (“cellular iron ion homeostasis,” “Lipid metabolic process,” “histidine metabolic process,” “glutathione metabolic process,” and “Acyl-CoA metabolic process”), with representative genes as *Acox2*, *Mogat2*, *Gsttl1*, *Ftcd*, *Histlh4n* (Figure 3E and Supplementary Figure 3B).

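*Mogat2* fell from 8.91 ± 1.15 CPM (SD, n = 3) in WT ASCs to 3.75 ± 0.146 CPM (SD, n = 3) in *Bdh2*-knockout ASCs, a log2 fold change of -1.25 (standard error 0.13, adjusted p = 1.03e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gstt1* had a log2 fold change of -1.24 (standard error 0.22, adjusted p = 6.13e-04 from edgeR) and *Gstm7* of -1.14 (standard error 0.24, adjusted p = 0.00205). *Acsm3* had a log2 fold change of -1.70 (standard error 0.33, adjusted p = 0.00121 from edgeR), and exons of *Eri2* on the opposite strand cover 39.7% of its exon bases. *Hist1h4n* had a log2 fold change of -1.77 (standard error 0.33, adjusted p = 9.70e-04 from edgeR), but 85.6% of the 50-base stretches of its transcript also occur in other annotated genes, mostly other histone H4 genes, so its reads cannot be assigned with certainty. In all 5 of these genes the 2 genotypes did not overlap, and none lost its call when a replicate was left out. *Ftcd* was counted 29, 15 and 4 times in WT ASCs and 3, 12 and 1 times in *Bdh2*-knockout ASCs, and its log2 fold change of -1.90 (standard error 0.75) did not pass (adjusted p = 0.0560 from edgeR). With the replicate block it passed, at -1.98 (adjusted p = 0.0122), and with DESeq2 too, at -1.97 (adjusted p = 0.0495). *Acox2* was counted 24, 7 and 3 times in WT ASCs and 1, 7 and 2 times in *Bdh2*-knockout ASCs and was not tested under the filter. Without the filter it had a log2 fold change of -2.04 (adjusted p = 0.00253 from edgeR), against -2.13 (adjusted p = 0.0646) with DESeq2. Further lower genes labelled in Figure 3E were *Tmprss6* at -2.03 (standard error 0.60, adjusted p = 0.0156 from edgeR) and *Slc11a1* at -1.05 (standard error 0.33, adjusted p = 0.0208), each of which lost its call under some of the alternatives. The counts of *Baat*, *Hamp2* and *Acsm1* did not pass the filter. Transcripts of adult hepatocytes varied between libraries of one genotype. *Alb* was at 339, 201.1 and 22.3 CPM of the library total in WT ASC replicates 1, 2 and 3 and at 16.8, 86.5 and 8.55 CPM in *Bdh2*-knockout ASC replicates 1, 2 and 3. *Ftcd* ranked the 6 libraries in the same order as *Alb*, and *Tmprss6* and *Acox2* differed from it only in the order of the 2 lowest libraries. With a score for hepatocyte transcripts as a covariate, an alternative chosen after seeing the data, the log2 fold changes were -0.58 for *Tmprss6* and 0.19 for *Ftcd*, but -1.18 for *Mogat2*, -1.22 for *Gstt1* and -1.81 for *Acsm3*. Of 22 tested genes of the DNA methylation machinery, 10 were higher and 2 were lower in *Bdh2*-knockout ASCs (median log2 fold change 0.12, adjusted p = 0.00509 from limma's camera test, 0.00596 with the replicate block). Of 29 tested iron homeostasis genes, 7 were higher and 10 were lower (median -0.11, camera adjusted p = 0.369, 0.213 with the replicate block).

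**Figure D3:**
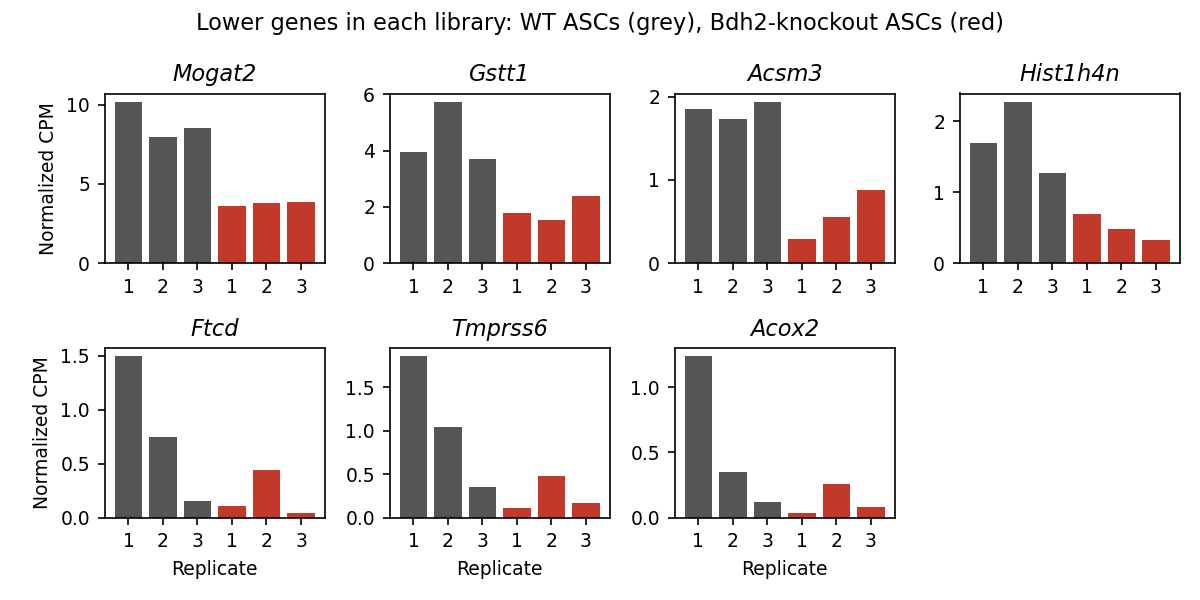
Normalized CPM (vertical axes, a separate scale for each gene) of 7 lower genes in WT ASC replicates 1 to 3 (grey bars) and *Bdh2*-knockout ASC replicates 1 to 3 (red bars), 1 bar per library. In the upper row every red bar is below every grey bar, whereas in the lower row *Bdh2*-knockout replicate 2 exceeds WT replicate 3.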

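Of 29 tested genes of a primitive endoderm list, 21 were higher and 4 were lower in *Bdh2*-knockout ASCs (22 and 4 when adjusted over the list alone), with a median log2 fold change of 1.28. Their ranks stood apart from those of the other genes (adjusted p = 2.81e-39 from limma's camera test over 33 lists, 9.97e-43 with the replicate block). Over all alternatives the median of this list lay between 1.19 and 1.79. The 4 lower calls were less stable. With DESeq2, with the hepatocyte covariate, and without WT ASC replicate 1 or 2 or *Bdh2*-knockout ASC replicate 1 or 3, 0 genes were lower. In these fits 21 or 22 genes were still higher. With limma-voom 1 gene was lower and without WT ASC replicate 3 it was 3, while the other alternatives gave 4. Of 22 tested mesendoderm genes, 15 were higher and 2 were lower, with a median log2 fold change of 0.85 (camera adjusted p = 1.21e-08, 3.11e-09 with the replicate block). Leaving aside the genes that are in both lists, 11 of 17 mesendoderm genes were higher and 2 were lower, with a median of 0.77 (camera adjusted p = 6.54e-04).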

In line with the GO analysis, GSEA analysis revealed enrichment for cell fate specification and several metabolic processes (Supplementary Figure 3C). It is worth noting that adhesion-related genes, enriched in such GO terms as “adherens junction,” “focal adhesion,” and “gap junction,” were all down-regulated in *Bdh2*-knockout ASCs (Supplementary Figure 3D). 

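The genes of Supplementary Figure 3D were not analysed here, and 3 lists of adhesion genes compiled before the data were examined were used. Of 43 tested adherens junction genes, 19 were higher and 7 were lower in *Bdh2*-knockout ASCs (19 and 8 when adjusted over the list alone), with a median log2 fold change of 0.15. The set test gave an adjusted p of 0.0463 (limma's camera test) and 0.0418 with the replicate block. Some of the 33 lists adjusted over were drawn from these same data, which can lower both values, so neither is firm. Of 50 tested focal adhesion genes, 19 were higher and 10 were lower (20 and 11 over the list alone), with a median of 0.09 (camera adjusted p = 0.0212, 0.0161 with the replicate block). With single replicates left out, 18 to 21 of the focal adhesion genes were higher and 4 to 10 were lower. Without WT ASC replicate 1 both sets lost significance (camera adjusted p = 0.146 and 0.0729), and the adherens junction list also did with library totals alone (adjusted p = 0.105) and among genes with a mean count of at least 50 (adjusted p = 0.134). Of 11 tested gap junction genes, 3 were higher and 5 were lower, with a median of -0.31 (camera adjusted p = 0.265, 0.213 with the replicate block). Within this list *Gjb2* fell from 4.03 ± 0.273 CPM (SD, n = 3) to 0.965 ± 0.0599 CPM (SD, n = 3), a log2 fold change of -2.06 (standard error 0.19, adjusted p = 4.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gja1*, which had the most counts of the list, rose with a log2 fold change of 0.33 (standard error 0.05, adjusted p = 2.48e-04 from edgeR). *Gjb2* and *Gja1* were singled out after their values were seen.

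**Figure D4:**
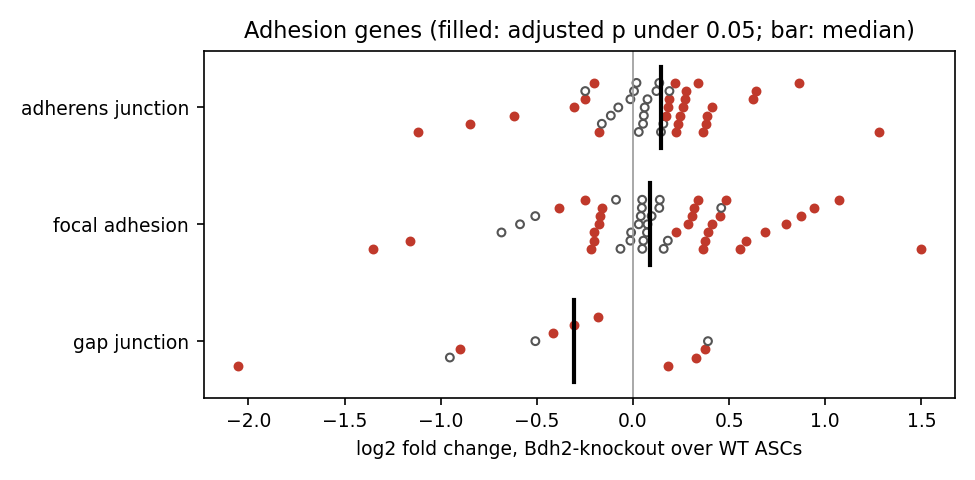
Log2 fold change of each tested adhesion gene (horizontal axis, *Bdh2*-knockout over WT ASCs) in 3 lists. Filled points passed an adjusted p of 0.05, open points did not, and black bars are the list medians of 0.15, 0.09 and -0.31; filled points lie on both sides of 0 in each list.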

Taken together, *Bdh2* may regulate adhesion of ASCs.

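In the RNA-Seq of ASCs, the mesoderm gene *T* had a log2 fold change of -0.38 (standard error 0.10, adjusted p = 0.00726 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although its levels overlapped between the genotypes (104 ± 15.9 against 79.7 ± 8.40 CPM, SD, n = 3 each). *Hand1* had a log2 fold change of -0.73 (standard error 0.21, adjusted p = 0.0143 from edgeR). DESeq2 did not call either gene (adjusted p = 0.0609 for *T* and 0.0731 for *Hand1*). The mesoderm gene *Evx1* rose from 8.70 ± 1.23 to 14.9 ± 2.88 CPM (log2 fold change 0.77, standard error 0.14, adjusted p = 6.08e-04 from edgeR). The trophectoderm gene *Cdx2* did not pass (log2 fold change 0.39, standard error 0.17, adjusted p = 0.0812 from edgeR). Of the ectoderm genes, *Pax6* was counted at most 26 times in any library and rose (log2 fold change 1.57, standard error 0.41, adjusted p = 0.00783 from edgeR), and *Nes* did not pass (-0.16, adjusted p = 0.0601). Among the pluripotency genes, *Pou5f1* was slightly higher (0.17, standard error 0.05, adjusted p = 0.00883 from edgeR), *Sox2* (-0.13, adjusted p = 0.0578) and *Nanog* (-0.06, adjusted p = 0.361) did not pass, and *Myc* was higher (0.87, standard error 0.08, adjusted p = 3.12e-06). Over the 14 alternatives fitted, *Pou5f1* was called higher in 12 and *Sox2* was called lower in 4. Under the replicate block the log2 fold changes were -0.37 for *T*, -0.72 for *Hand1*, 0.77 for *Evx1*, 0.38 for *Cdx2* and 1.62 for *Pax6*.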

The RT-qPCR was performed on key genes and showed high concordance with the RNA-Seq data (Figure 2I and Supplementary Figure 2H). 

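Of the genes with a mean normalized count of at least 50 and no overlap between the genotypes, *S100g* rose most. It was counted 3, 21 and 5 times in WT ASCs and 304, 360 and 263 times in *Bdh2*-knockout ASCs, a log2 fold change of 4.69 (standard error 0.33, adjusted p = 4.00e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from 4.27 to 6.00 with single replicates left out. The next largest increases were those of *Srgn* (log2 fold change 4.14, standard error 0.29), *Cubn* (3.77, standard error 0.18), *Pth1r* (3.24, standard error 0.17) and *Fgf5* (3.14, standard error 0.28). The largest decreases were those of *Nxf3*, from 5.23 ± 0.725 to 0.629 ± 0.131 CPM (SD, n = 3 each, log2 fold change -3.03, standard error 0.22), of *Gm21887* (-2.73, standard error 0.22) and of *Gm43980* (-2.60, standard error 0.18). They were followed by *Zc3h6* (-2.25, standard error 0.17) and *Igf2* (-2.17, standard error 0.16). The adjusted p of these 9 genes lay between 1.70e-08 and 2.78e-06, and all kept their direction and call under every alternative. The whole transcript of *Gm21887*, 100% of its 50-base stretches, is shared with *Gm47283*, which was also lower (-4.88, standard error 0.60), so the 2 cannot be told apart. Exons of *Gm49394* on the same strand cover 62.8% of the exon bases of *Igf2*, so the counting could have dropped or split its reads.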

Overall, these results showed that the knockout of *Bdh2* altered the ASCs with particular molecular features. In short, the endoderm lineage markers were significantly upregulated, while the genes associated with various metabolic processes were significantly downregulated in *Bdh2*-knockout ASCs.

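Of the 25 genes labelled in Figure 3E, the 12 higher and 13 lower ones, edgeR's test called 11 higher and 8 lower, 5 could not be tested for low counts and 1 did not pass. The paper reasons from the endoderm markers among the higher genes (Figure 3B) and the GO terms of the lower genes (Figure 3E) that the loss of *Bdh2* gave ASCs distinct molecular features, and it sets the markers beside its RT-qPCR and Western blot of GATA4 and GATA6 (Figures 2I,J).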

### *Bdh2* Deficiency Affects DNA Methylation in ASCs/ESCs

It was previously reported that ASCs have higher DNA methylation levels compared with ESCs (Bao et al., 2018; Wu et al., 2020). To investigate if loss of *Bdh2* altered the DNA methylation levels, we examined the mRNA and protein levels of methyltransferases in *Bdh2*-knockout ASCs/ESCs and WT ASCs/ESCs. RT-qPCR analysis demonstrated that *Dnmt3a*, *Dnmt3b*, and *Dnmt3l* were significantly decreased in *Bdh2*-knockout ASCs/ESCs compared to WT ASCs/ESCs (Figure 4A and Supplementary Figure 4A). Furthermore, the protein expression of DNMT3A and DNMT3B by Western Blot were undetectable or much lower in the *Bdh2* knockout lines, consistent with the results of the transcript levels (Figure 4B and Supplementary Figure 4B), however DNMT3L protein levels were comparable. In line with DNMT3A and DNMT3B, the expression of DNA methyltransferases, DNMT1, was also significantly markedly decreased in *Bdh2*-knockout ASCs/ESCs (Figure 4B and Supplementary Figure 4B). Immunofluorescence staining of DNMT3A also confirmed its downregulation in *Bdh2*-knockout ASCs/ESCs as well (Figure 4C and Supplementary Figure 4C).

**FIGURE 4:**
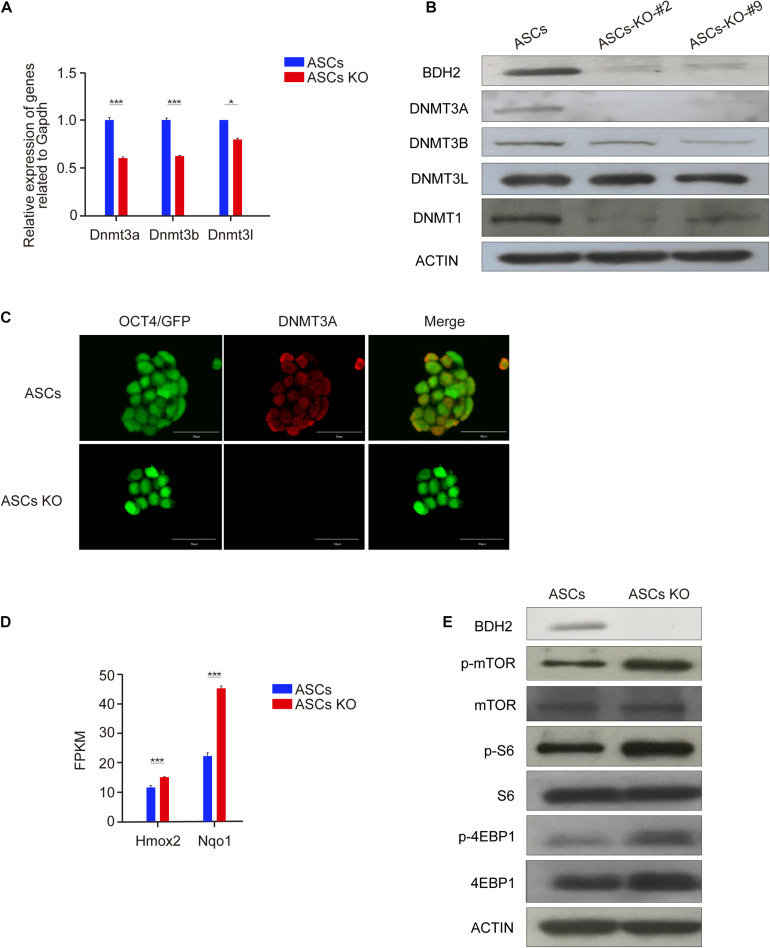
*Bdh2* knockout regulates DNA methylation in ASCs. **(A)** Real-time PCR analysis of DNA methyltransferase genes expression (Dnmt3a, Dnmt3b, and Dnmt3l) in the *Bdh2*-knockout ASCs, ASCs were used as control. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, ***p < 0.001. **(B)** Western blotting analysis for BDH2, DNMT3A, DNMT3B, DNMT3L, and DNMT1 in two *Bdh2*-knockout ASCs. **(C)** Immunostaining of DNMT3A in *Bdh2*-knockout ASCs and ASCs. Scale bars, 50 μm. **(D)** Expression levels of oxidative stress-related key genes were tested by RNA-Seq analysis. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, ***p < 0.001. **(E)** The effect of *Bdh2* knockout on mTOR signaling pathway in ASCs was detected by Western blotting.

Zhang et al. (2017) previously found that DNA demethylation was mediated by activation of mTORC1 signaling via inhibiting DNMT1 and DNMT3A expression. Interestingly, mTORC1 signaling can be activated by oxidative stress (Liu et al., 2014c). Given that that *Bdh2* deficiency was reported to increase oxidative stress (Liu et al., 2014c), we speculated that the decreased expression of DNA methyltransferases was related to increased oxidative stress and mTORC1 signaling activity. 

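FPKM values were computed from the counts, the gene lengths in the deposited table and the total of each library. *Nqo1* (ENSMUSG00000003849, chromosome 8 of GRCm38) was at 23.2 ± 1.44 FPKM (SD, n = 3) in WT ASCs and 44.5 ± 1.19 FPKM (SD, n = 3) in *Bdh2*-knockout ASCs. The log2 fold change of its counts was 0.99 (standard error 0.06, adjusted p = 1.05e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hmox2* (ENSMUSG00000004070) was at 12.0 ± 1.21 FPKM (SD, n = 3) in WT ASCs and 14.8 ± 0.400 FPKM (SD, n = 3) in *Bdh2*-knockout ASCs, with a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.00130 from edgeR). *Hmox2* lies on chromosome 16, whose 494 tested genes had a median log2 fold change of 0.19 in these libraries. Exons of *Cdip1* on the opposite strand (log2 fold change 0.20) cover 40.2% of the exon bases of *Hmox2*. For both genes the values of the 2 genotypes did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that the design allows). Leaving out single replicates gave log2 fold changes of 0.96 to 1.06 for *Nqo1* and 0.28 to 0.41 for *Hmox2*, and the replicate block gave 1.00 and 0.37. Expressed as TPM, which changes the scale, *Nqo1* was at 67.2 and 133.0 and *Hmox2* at 34.7 and 44.3 in WT and *Bdh2*-knockout ASCs.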

In support of this notion, RNA-Seq analysis revealed that oxidative stress-related genes, heme oxygenase 2 (*Hmox2*) and NAD(P)H dehydrogenase quinone 1 (*Nqo1*), were significantly upregulated in *Bdh2*-knockout ASCs (Figure 4D). As expected, Western Blot analysis showed that mTORC1 signaling was increased in *Bdh2*-knockout ASCs compared with WT ASCs, in particular the phosphorylation of mTOR protein and its downstream effector proteins, p-S6 and p-4EBP1 (Figure 4E).

Taken together, these results indicate that loss of BDH2 suppress expression of multiple methyltransferases in ASCs, and increased phosphorylation of mTOR and several of the downstream effectors.

### Differential Potency of *Bdh2*-Knockout ASCs/ESCs

To address if *Bdh2* knockout impacts differentiation of ASCs/ESCs *in vitro*, we assessed embryoid body (EB) formation using WT and *Bdh2*-knockout ASC/ESC lines. Suspension culture allows for the formation of cell clusters during spontaneous differentiation (or embryoid bodies; EBs), and can mimic cellular interactions reminiscent of development processes *in vivo* (Boheler et al., 2002).

RT-qPCR analysis of trilineage markers showed the endoderm markers *Gata4*, *Gata6* and *Sox17* increased in the early stages of *Bdh2*-knockout ASC derived EBs. In contrast the mesodermal markers, *Brachyury* (*T*) and *Evx1* were downregulated in *Bdh2* deficient cells compared with WT cells. Similarly, the ectodermal markers, *Pax6*, *Cdx2*, and *Nestin*, were also downregulated in *Bdh2*-knockout EBs (Figure 5A). We also assessed EBs derived from ESCs, and observed a similar trend (Supplementary Figure 5A). Collectively, our data showed that absence of *Bdh2* in ASCs/ESCs potentiate exit from the pluripotency state and differentiate into derivatives of the three germ layers with bias toward endoderm with compromised formation or the maintenance of mesoderm and ectoderm.

**FIGURE 5:**
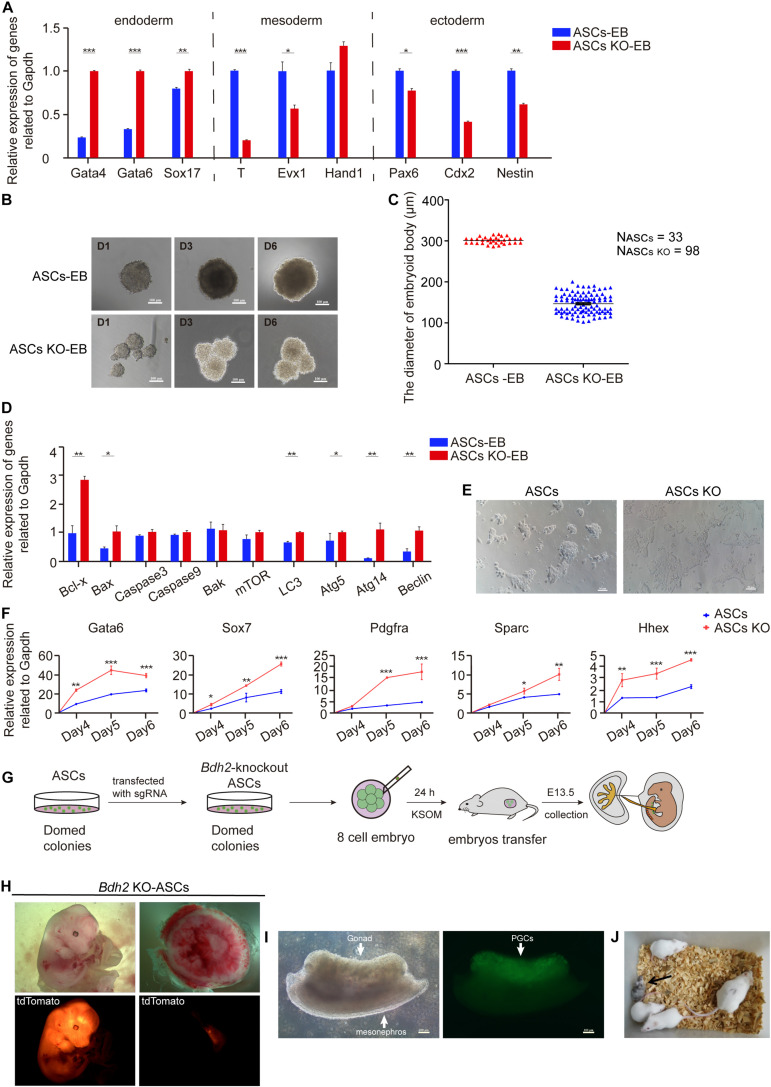
Differentiated and developmental potency of *Bdh2*-knockout ASCs. **(A)** Real-time PCR analysis of endoderm, mesoderm and ectoderm-associated genes expression in the embryoid bodies of *Bdh2*-knockout ASCs, embryoid bodies of ASCs were used as control. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, **p < 0.001, ***p < 0.0001. **(B)** Morphology of embryoid bodies induction by *Bdh2*-knockout ASCs and ASCs in Day1, Day3, and Day6. Scale bars, 100 μm. **(C)** Statistics of the number and diameter of embryoid bodies formed by *Bdh2*-knockout ASCs and ASCs, respectively. N, represents the number of EB spheres. **(D)** Real-time PCR analysis of apoptotic and autophagy-associated genes expression in the embryoid bodies of *Bdh2*-knockout ASCs, embryoid bodies of ASCs were used as control. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, **p < 0.001, ***p < 0.0001. **(E)** Representative bright-field images from *Bdh2*-knockout ASCs and ASCs differentiated for 5 days toward the primitive endoderm lineage. Scale bars, 50 μm. **(F)** Real-time PCR analysis of key markers after 4/5/6 days of directed differentiation toward primitive endoderm. Data were obtained in triplicate and presented as mean ± SD. *p*-values were calculated by two-way ANOVA, *p < 0.05, **p < 0.001, ***p < 0.0001. **(G)** Schematic illustrating chimera production from *Bdh2*-knockout ASCs. **(H)** Chimeras (E13.5) generated with *Bdh2*-knockout ASCs (multiple cells). ASCs carried tdTomato^+^/GOF^+^ reporter. **(I)** Germline transmission of *Bdh2*-knockout ASCs in E13.5 chimeras. PGCs were shown by GOF/GFP^+^ cells (arrow). Scale bars, 100 μm. **(J)** A chimeric pup generated by injecting 15∼20 *Bdh2*-knockout ASCs in ICR host blastocysts.

In addition to the gene expression differences, *Bdh2*-knockout EBs presented with a smaller size but a larger number as early as day 2 when compared to the one spherical EBs derived from WT ASCs/ESCs (Figure 5B and Supplementary Figure 5B,C). To further investigate this difference, pendant-drop method was used to form embryoid body. While the WT ASCs/ESCs only formed one EB sphere per drop, there were three times more in the number of EBs derived from *Bdh2*-knockout ASCs (Figure 5C and Supplementary Figure 5D). The diameter of EBs derived from *Bdh2*-knockout ASCs was around 150 μm at day 5, while the diameter of EBs derived from WT ASCs was around 300 μm (Figure 5C). Similarly, the number of EBs derived from *Bdh2*-knockout ESCs was about five times as much as the number of EBs derived from WT ESCs. The diameter of EBs derived from *Bdh2*-knockout ESCs was around 100 μm at day 5, while the diameter of EBs derived from WT ESCs was around 300 μm (Supplementary Figure 5D). More importantly, *Bdh2*-knockout EB spheres seem to be more incompact, which may due to the down-regulation of adhesion-related genes in *Bdh2*-knockout cells (Supplementary Figure 3D).

Interestingly, when *Bdh2*-knockout ASCs/ESCs were differentiated *in vitro*, we observed a striking increase of cell apoptosis at day 3 of differentiation morphologically. We therefore measured the mRNA levels of apoptosis and autophagy-associated genes by RT-qPCR. The results showed that *Bax*, *Bcl-x*, *LC3*, *Atg5*, *Atg14*, and *Beclin* in *Bdh2*-knockout EBs were significantly increased compared to the WT ASCs/ESCs EBs (Figure 5D and Supplementary Figure 5E), and suggest that cells from *Bdh2*-knockout ASCs/ESCs EBs were markedly more sensitive to apoptosis. These results are in agreement with the findings of Yang et al. (2013) that *Bdh2* acts as an anti-apoptotic factor.

### Primitive Endoderm Differential Potency of *Bdh2*-Knockout ASCs/ESCs

We then decided to probe the potential of *Bdh2*-knockout ASCs/ESCs for a different cell fate controlled by inductive cues. Smith demonstrated mESCs do not generate endoderm cells directly, as only late epiblast cells have this capacity. As a result, germ-layer specification can be only attained after transition through different pluripotent states (Smith, 2017). mESCs, however, can directly give rise to primitive endoderm. Thus, we decided to test the capacity of *Bdh2*-knockout ASCs/ESCs for this differentiation by utilizing a protocol based on defined culture conditions (Anderson et al., 2017; Ortmann et al., 2020). The differentiation efficiency was quantified by measuring the expression of PrE markers, *Gata6*, *Sox7*, *Pdgfr*α, *Sparc*, and *Hhex*. Interestingly, *Bdh2*-knockout ASCs/ESCs were more able to produce cells with distinctive morphology expressing *Gata6*, *Sox7*, *Pdgfr*α, *Sparc*, and *Hhex* (Figures 5E,F and Supplementary Figures 5F,G) compared to WT ASCs/ESCs. These analyses confirm that *Bdh2* deficiency influence the capacity of mESCs to directly generate differentiated progenies.

### Developmental Potency of *Bdh2*-Knockout ASCs

To further evaluate the role of *Bdh2* in mESC differentiation, we set to investigate the identity and developmental potential of *Bdh2*-knockout ASCs *in vivo*. *Bdh2*-knockout ASCs were transfected with H2B tdTomato plasmid to perform chimera test by injecting them into 8-cell stage mouse embryos, and the chimeric embryos were transplanted into 2.5 dpc pseudopregnancy female mice (Figure 5G). We analyzed their contribution to chimeric embryos at E13.5 and found that tdTomato-positive *Bdh2*-knockout ASCs contributed robustly to the embryo, and slightly contributed to the yolk sac, as well as placental labyrinth (Figure 5H). Furthermore, *Bdh2*-knockout ASCs were able to contribute to germline lineages (Figure 5I) and full-term chimeras (Figure 5J). These data suggest that the *Bdh2*-knockout ASCs have the pluripotential to contribute to embryo, and generate full-term pups.

Taken together, our data demonstrate that loss of *Bdh2* did not affect the pluripotency of ASCs *in vivo* and *Bdh2* deficient ASCs have the capacity to chimeric mice and contribute to germline lineages. However, analysis of germ layer formation *in vitro* suggests that the *Bdh2* deficiency promoted a biased differentiation toward endoderm.

## Discussion

In this study, we generated *Bdh2-*knockout ASCs and ESCs using CRISPR/Cas9 system and analyzed the molecular and cellular consequences of *Bdh2* deficiency in ASCs and ESCs. Our results demonstrate *Bdh2*-knockout ASCs/ESCs were capable to maintain pluripotency and contribute to chimeric embryos. Interestingly, *Bdh2* deficiency promoted ASCs/ESCs to a biased differentiation toward primitive endoderm lineage. We demonstrate that loss of *Bdh2* suppressed expression of multiple methyltransferase such as DNMT1, DNMT3A and DNMT3B, together with increased phosphorylation of mTOR and multiple effectors (Figure 6).

**FIGURE 6:**
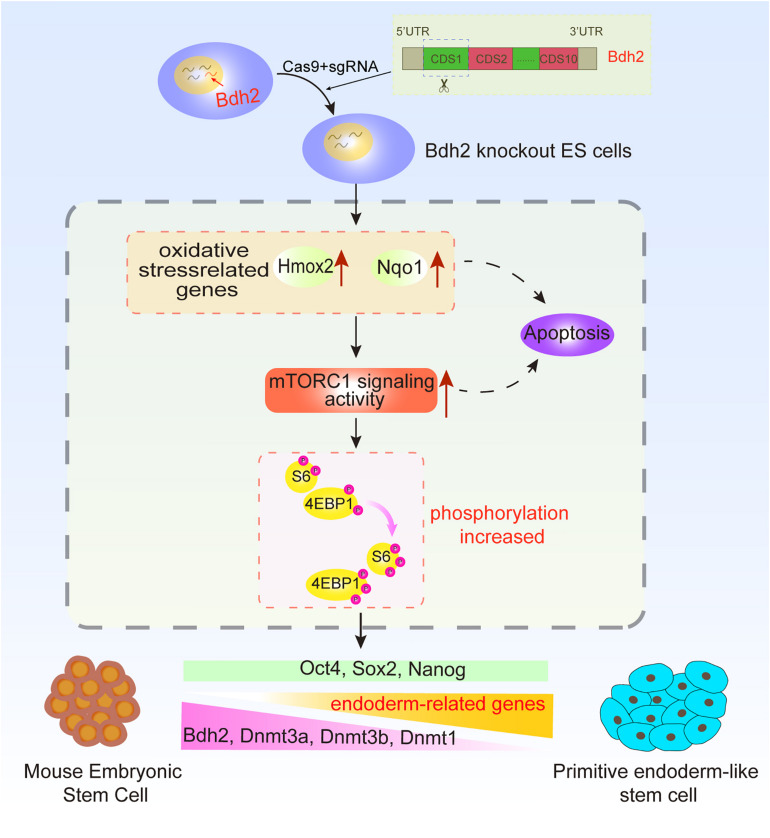
Summary diagram.

In here, we used two types of ESCs with distinct states: one was ASCs generated by our lab (Bao et al., 2018; Wu et al., 2020), which is an advanced state with a unique molecular feature and developmental potential; another was ground state-2i/L-ESCs. In here, we found *Bdh2*-knochout ASCs and ESCs showed typical morphology of WT ASCs/ESCs, and expressed pluripotent genes *Oct4*, *Sox2*, and *Nanog*. These data indicated that *Bdh2* is not essential to maintain pluripotency. Notably, *Bdh2*-knockout ASCs showed increased proliferation with larger fraction of cells in S-phase compared to WT ASCs. We noticed that the percentage of cells in G1 phase appears to be increased in *Bdh2*-knockout ASCs compared to ASCs, as well as with the long S phase (Figure 2H). Soufi and Dalton reviewed that there exists a strong connection between the cell cycle and mechanisms required for executing cell fate decisions, and that G1 phase represents a period of differentiation competency (Soufi and Dalton, 2016). As pluripotent stem cells commit to one of the three embryonic germ layers, their progeny acquire an extended G1 phase, resulting in increased cell division times. The endoderm and mesoderm commitment occur in early G1 phase (Soufi and Dalton, 2016), thus, the increased G1 phase in *Bdh2*-KO cells may explain at least partly, their biased differentiation toward endoderm lineage (Figure 2G). Interestingly, both *Bdh2* deficient ESCs and ASCs showed increased expression of endoderm genes such as *Gata4*, *Gata6*, and *Sox17* in both mRNA and protein level, and decreased expression of several mesoderm and ectoderm related genes such as *Brachyury* (*T*), *Evx1* and *Cdx2*. These data suggest that *Bdh2* is involved in the proper control of germ layer specific transcripts for cell fate decision. Wnt and Nodal signaling play a critical role in endoderm formation (Scheibner et al., 2019), our study show that Wnt signaling was the top pathway enriched in the *Bdh2*-deficient ASCs; it would be interesting to investigate how *Bdh2* regulates Wnt signaling, which in turn controls cell fate decision during germ layer differentiation.

Differential methylation levels are critically associated with establishment and maintenance of the pluripotent state, as well as in the differentiation process in ESCs (Petell et al., 2016; McLaughlin et al., 2019; van Mierlo et al., 2019), methylation regulation has been an area of intense investigation in ESC biology. Our data demonstrate that *Bdh2* deficient ASCs showed markedly reduced expression of multiple methytransferases such as DNMT1, DNMT3A, and DNMT3B suggesting loss of *Bdh2* may cause hypomethylation in ESCs. Recently, Zhao et al. (2018) found that knockdown of *Bdh2* expression caused increased DNA hydroxymethylation and decreased DNA methylation in CD4^+^ T cells, proposing the association between *Bdh2* and DNA demethylation in the pathogenesis of systemic lupus erythematosus, and they revealed that the *Bdh2* knockdown induced DNA hypomethylation was associated with increasing intracellular iron in CD4^+^ T cells. However, from multiple studies, it was suggested that DNA hypomethylation induced by *Bdh2* deficiency can be caused by increased oxidative stress, and consequent activation of mTORC1 signaling, thereby mediating DNA hypomethylation via inhibiting the expression of DNMT1 and DNMT3A (Liu et al., 2014c; Zhang et al., 2017). Our results are consistent with this mechanism; knockout of *Bdh2* induced the expression of oxidative related genes, and the activation of mTORC1 signaling. DNA transmethylases (DNMTs), DNMT3A, DNMT3B, and DNMT1, were also nicely downregulated in *Bdh2*-knochout ASCs/ESCs, suggesting *Bdh2* may be essentially required to control DNA methylation in ASCs/ESCs. However, the molecular mechanisms on how *Bdh2* regulates DNA methylation need to be dissected in further detail.

It is noteworthy that morphological differences between EB spheres derived from *Bdh2*-knockout and WT ASCs/ESCs were remarkable; *Bdh2*-knockout EB spheres seemed to be more incompact compared to the WT EBs. We propose two explanations for this observed difference. Firstly, *Bdh2* plays distinct roles in the regulation of primitive endoderm-like stem cell. It was reported that cellular adhesion of primitive endoderm (PrE) showed difference with epiblast (Stanton et al., 2019). Interestingly, we found downregulation of adhesion-related genes in *Bdh2*-knockout cells (Supplementary Figure 3D), which may explain the formation of smaller EBs in *Bdh2*-knockout ASCs/ESCs. Secondly, *Bdh2*-knockout cells were more apoptotic, at least some of the cells. Previous studies have demonstrated that oxidative stress is responsible for triggering apoptosis and autophagy in tumors (Sato et al., 2004; Kaminskyy et al., 2012; Fernandez-Gil et al., 2019; Zhao et al., 2019), and influences numerous biological processes, including development and differentiation (Meier et al., 2000; Fuchs and Steller, 2011). In our study, a striking increase of cell apoptosis was observed at day 3 of *in vitro* differentiation (Figure 5B and Supplementary Figures 5B,C) with much more obvious apoptosis in *Bdh2*-knockout EBs than in WT EBs, which was in line with the report that *Bdh2* acts as an anti-apoptotic factor (Yang et al., 2013). Indeed, apoptosis and autophagy-associated genes such as *Bcl-x*, *Bax*, *LC3*, *Atg5*, *Atg14*, and *Beclin* were significantly increased in *Bdh2*-knockout EBs compared to the WT ASCs/ESCs EBs. Furthermore, activated mTORC1 signaling in *Bdh2*-knockout cells (Figure 4E) may also be responsible for control of cellular status, as mTOR kinase is a key regulator of homeostasis, ribosome synthesis, various metabolic pathways and autophagy which are known to finely regulates the balance between self-renewal and differentiation in stem cells (Wullschleger et al., 2006; Han et al., 2008; Endo et al., 2009).

Indeed, our data found *Bdh2* deficient ASCs/ESCs could contribute to germ line transmission and full-term pup *in vivo*; the biased endoderm differentiation *in vitro* didn’t affect chimeric development. A possible explanation could be that while *Bdh2*-deficient ASCs/ESCs showed increased endoderm markers, they also express mesoderm and ectoderm genes similar to ASCs/ESCs (Figure 2I and Supplementary Figure 2H).

## Conclusion

We generated *Bdh2* deficient ASC and ESC lines and show that loss of *Bdh2* had no significant impact on the maintenance of self-renewal and the pluripotency of ESCs. Interestingly, our data demonstrate that *Bdh2* deficiency affected the formation of EBs and differentiation (primitive endoderm formation) by regulating the expression of related genes. We further demonstrate that *Bdh2* loss inhibited expression of multiple methyltransferases, suggesting *Bdh2* may be essentially required to maintain DNA methylation which is critically associated with the pluripotent state, as well as in the differentiation process in ESCs. We propose that the bi-allelic *Bdh2*-knockout ASC and ESC lines would be a valuable laboratory resource to study the role of *Bdh2* in the development, as well as a worthwhile tool for earliest cell fate decision and DNA methylation studies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/info/linking.html, GSE158256.

## Ethics Statement

All animal experiments were performed in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at Inner Mongolia University, China.

## Author Contributions

SB and XL conceived and designed the experiments. YF, SC, JZ, and HW performed the experiments. YF and FL analyzed the data. YF wrote the manuscript. SB, BW, and YS revised the manuscript. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Bdh2 Deficiency Promotes Endoderm-Biased Early Differentiation of Mouse Embryonic Stem Cells
**Source:** Front Cell Dev Biol. 2021 Apr 8;9:655145. doi: 10.3389/fcell.2021.655145
**Supplement:** Supplementary file 6

**Table S1 Guide RNA sequences**

| Gene name | sgRNA number | Sequence (5’-3’) | Base pair number (bp) |
| --- | --- | --- | --- |
| *Bdh2* | sgRNA1-Forward | CACCGTCCCTTGAGCGGCAGCTGTC | 25 |
|  | sgRNA1-Reverse | AAACGACAGCTGCCGCTCAAGGGAC | 25 |
|  | sgRNA2-Forward | CACCGAGGATCCACTATGGGCCGAC | 25 |
|  | sgRNA2-Reverse | AAACGTCGGCCCATAGTGGATCCTC | 25 |

**Table S2 Genotyping primers**

| Gene name | Sequence (5’-3’) | Base pair number (bp) |
| --- | --- | --- |
| *Bdh2*_4685F | AGCATTAGGATGCGACCGAG | 20 |
| *Bdh2*_5393R | TGGCAGGAGTGTGTGCTTAG | 20 |

**Table S3 The establishment rate of ASCs and ESCs**

| Cell line | Picked clone | Nucleotide deletion | Establishment rate |
| --- | --- | --- | --- |
| ASCs | 98 | 8 | 8.2 % |
| ESCs | 101 | 2 | 2 % |

**Table S4 RT-qPCR primers**

| Gene name | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| *Bdh2* | GAAAGAATACAAGCCAGAG | GACAGGGTTGCCAGTTA |
| *Oct4* | GCTTGGGCTAGAGAAGGATGTG | TGGCGCCGGTTACAGAAC |
| *Sox2* | CATGAGAGCAAGTACTGGCAAG | CCAACGATATCAACCTGCATGG |
| *Nanog* | AAACCAGTGGTTGAAGACTAGCAA | GGTGCTGAGCCCTTCTGAATC |
| *Gata4* | TTCCTCTCCCAGGAACATCAAA | GCTGCACAACTGGGCTCTACTT |
| *Gata6* | TGCTGGAAATTGCAACAAACC | GTCACGTGGTACAGGCGTCA |
| *Sox17* | GTCAACGCCTTCCAAGACTTG | GTAAAGGTGAAAGGCGAGGTG |
| *T* | GGACCTCGGATTCACATCGT | TTCTTTGGCATCAAGGAAGG |
| *Evx1* | CCAGTGACCAGATGCGCCGATAC | TCCTTCATGCGCCGGTTCT |
| *Hand1* | TCAAAAAGACGGATGGTGGT | GCGCCCTTTAATCCTCTTCT |
| *Cdx2* | CCTGCGACAAGGGCTTGTTTAG | TCCCGACTTCCCTTCACCATAC |
| *Pax6* | GCAGATGCAAAAGTCCAGGTG | CAGGTTGCGAAGAACTCTGTTT |
| *Nestin* | CTCGAGCAGGAAGTGGTAGG | TTGGGACCAGGGACTGTTAG |
| *Dnmt3a* | GACTCGCGTGCAATAACCTTAG | GGTCACTTTCCCTCACTCTGG |
| *Dnmt3b* | CTCGCAAGGTGTGGGCTTTTGTAAC | CTGGGCATCTGTCATCTTTGCACC |
| *Dnmt3l* | CGGAGCATTGAAGACATC | CATCATCATACAGGAAGAGG |
| *cMyc* | GACTCTGAAGAAGAGCAAGAAGATGA | TCCACAGACACCACATCAATTTC |
| *Gapdh* | ACCACAGTCCATGCCATCAC | TCCACCACCCTGTTGCTGTA |

**Table S5 Antibody information**

| **Reagent** | **Source** | **Identifier** | **Dilution Ratio** |
| --- | --- | --- | --- |
| **Antibodies for IF** | | |  |
| BDH2 | Proteintech | 27207-1-AP | 1:200 |
| SOX2 | Santa cruz | Sc-17320 | 1:200 |
| NANOG | eBioscience | 14-5761 | 1:500 |
| GATA4 | Millipore | 07-449 | 1:500 |
| GATA6 | R＆D systems | MAB1700 | 1:100 |
| T | R＆D systems | MAB20851 | 1:100 |
| NESTIN | R＆D systems | MAB2736 | 1:200 |
| Alexa Fluor 405 donkey anti-mouse lgG | invitrogen | A21202 | 1:500 |
| Alexa Fluor 405 donkey anti-goat lgG | invitrogen | A11055 | 1:500 |
| Alexa Fluor 405 donkey anti-rat lgG | invitrogen | A21208 | 1:500 |
| **Antibodies for WB** |  |  |  |
| Rabbit anti-β-ACTIN | Cell signaling | 5125 | 1:1000 |
| BDH2 | Cell signaling | D3A7 | 1:1000 |
| GATA4 | Millipore | 07-449 | 1:1000 |
| GATA6 | R＆D systems | MAB1700 |  |
| DNMT3A | Abcam | ab188470 | 1:2000 |
| DNMT3B | Abcam | ab119282 | 1:500 |
| DNMT3L | Abcam | ab194094 | 1:1000 |
| DNMT31 | Abcam | ab188453 | 1:1000 |
| p-mTOR | Cell signaling | #5536s | 1:1000 |
| mTOR | Cell signaling | #2983 | 1:1000 |
| p-S6 | Cell signaling | #4858 | 1:2000 |
| S6 | Cell signaling | #2317s | 1:1000 |
| p-4EBP1 | Cell signaling | #2855 | 1:1000 |
| 4EBP1 | Cell signaling | #9644 | 1:1000 |
| Rabbit anti-Goat IgG-HRP | Absin | Abs20005 | 1:5000 |
| Goat anti-rabbit IgG-HRP | Absin | Abs20002A | 1:5000 |
| Goat anti-mouse IgG-HRP | Absin | abs20001A | 1:5000 |

How the deposited data were processed for this re-analysis (not part of the article)

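RNA of 3 replicates of WT ASCs and 3 replicates of *Bdh2*-knockout ASCs was measured by RNA-Seq. The authors removed adaptors and reads with many low-quality bases, mapped the rest to GRCm38 with Hisat2, counted reads on genes with FeatureCounts, and deposited 1 table of raw counts for 54715 genes, which also lists a length and a position for each gene. The values are whole numbers with a different total in each library and are not normalized. The paper's text does not say which annotation release was used, whether the counting used strand, or how reads with several matches were treated. Of the gene identifiers, 99.6% are in GENCODE M21, and 98.3% of these have the same start and end there, so coordinates and exons were taken from that annotation of GRCm38.

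The libraries held between 18927748 and 28333541 counts on genes. In a library of this depth 3 counts correspond to 0.106 to 0.158 CPM, which was taken as the smallest level the depth can show. This covers counting error only. Samples were grouped by genotype, and replicate numbers are those of the sample labels. Whether equal numbers mark cultures grown in parallel is not stated, and the pairing used for the replicate block comes from these numbers alone.

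Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with default settings, glmQLFit and glmQLFTest, genotype as the only factor, Benjamini-Hochberg adjustment over 16758 genes, threshold 0.05). The test asked for any change. The 2-fold genes had in addition a log2 fold change of at least 1 in size and a mean log2 normalized count above 2, as in the legend of Figure 3E. The authors used DESeq2, which was run here in version 1.42.0 as an alternative. Sets of genes were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 33 lists and, separately, over 20 chromosomes. For DESeq2 the preranked form of camera was run on its test statistics. The 33 lists include genes the paper picked from these same data and lists compiled after seeing them. Such lists can lower the adjusted p of the others. Fisher's exact test compared the called genes of a list with all other tested genes. FPKM values and TPM values were computed here from the counts and the listed gene lengths. Single values of 3 against 3 replicates were compared with a two-sided exact permutation test, whose smallest p is 0.1. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

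The functions were tested on simulated counts made from the real means and library sizes, with 200 genes changed. At an adjusted p under 0.05 edgeR recovered 191 of the 200 (95.5%) and made 17 false calls, which is 8.17% of its calls. DESeq2 recovered 191 with 10 false calls and limma-voom 191 with 15.

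The alternatives tried were DESeq2, median-of-ratios factors, library totals without TMM, limma-voom, no filter on low counts, a mean count of at least 50, the replicate number as a block, each of the 6 samples left out in turn, a test against a fold change of 1.2 or of 2, and for FPKM the TMM library size and TPM. A covariate for adult hepatocyte transcripts was added after seeing the data.

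The genes named in the text are the targeted gene, every gene the paper names for ASCs, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean normalized count of at least 50 and no overlap between the genotypes. These are 66 genes, of which 61 could be tested. Genes named outside this rule are said to have been chosen after their values were seen. For the named genes, the share of exon bases covered by exons of other genes was computed, and the share of 50-base stretches of the longest transcript that occur in transcripts of other genes. The GO and KEGG annotation and the gene sets of the paper's GSEA were not used here, and lists compiled by hand from general knowledge before the data were examined took their place. The lists of adult hepatocyte genes, of fetal hepatic genes and of imprinted genes sorted by direction were compiled after seeing the data. Results for some genes the paper names are not reported here. RT-qPCR, Western blot, embryoid body and ESC experiments were not analysed here.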

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

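All tests in this part were chosen only after the result was seen, except the comparison of chromosome medians with the median of all genes and the set test on the imprinted list. These 2, the lists of genes other than those of hepatocyte, fetal hepatic and direction-sorted imprinted genes, and all alternatives other than the covariate for hepatocyte transcripts were fixed before the data were examined, and so were the tests reported further on for splits by number of called genes, gene length, GC content, library size, the most counted genes, germline genes, mesendoderm genes, NRF2 targets, sex, p53 targets and histones.

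The 494 tested genes of chromosome 16 had a median log2 fold change of 0.19 between *Bdh2*-knockout and WT ASCs, a signal in genes the paper does not discuss as a group. Of these genes 221 were higher and 44 lower (adjusted p = 1.65e-08 from limma's camera test over 20 chromosomes, 1.05e-07 with the replicate block, and from 8.34e-09 to 1.14e-04 over all alternatives). The median lay 0.206 above that of all genes, 1.15-fold, and the next chromosome deviated by 0.0568. The deviation of 0.206 is less than the one named beforehand as the mark of a different karyotype and more than the one named for its absence, so it leaves a karyotype difference open. Each *Bdh2*-knockout library showed it, with medians from 0.188 to 0.200 relative to the WT mean, so it does not come from 1 knockout library. A few genes did not carry it, because the lowest of the windows of 10 Mb with at least 20 genes still had a median of 0.0846. Loess on GC content and gene length left the deviation from all genes in place, with a median of 0.233 on chromosome 16 and 0.0285 over all genes. A covariate for hepatocyte transcripts did too (0.194 against -0.00675). Scaling by library totals gave 0.14 against -0.0707, a shift of all genes alike that does not bear on the cause. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, only the real one (1 of 4) gave a median as large, a share that this design cannot bring under 0.05. A candidate explanation is an additional copy of chromosome 16 in part of the knockout culture. If expression followed copy number, the shift would equal an additional copy in 30.7% of the cells. The paper's Fig. 2C shows most *Bdh2*-knockout ASCs with the normal chromosome number and none with 1 more, while part of the *Bdh2*-knockout ESCs had 1 more, and the passage may differ from that of the sequenced ASCs. The counts alone leave open whether copy number or regulation of these genes differs. If the knockout libraries come from 1 clone, a trait of that clone cannot be told from an effect of lost *Bdh2*.

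Imprinted transcripts, most of which the paper does not report, differed between the genotypes. *H19* was counted 1052, 1272 and 1333 times in WT ASCs and 7991, 7292 and 6434 times in *Bdh2*-knockout ASCs, a log2 fold change of 2.28 (standard error 0.07, adjusted p = 3.67e-10 from edgeR's quasi-likelihood test), and 2.22 to 2.36 over all alternatives. *Igf2*, its neighbour with the opposite imprint, moved the other way (-2.17). Of 33 tested imprinted genes 17 were higher and 7 lower, with a median of 0.29 (camera adjusted p = 2.47e-08, 3.62e-08 with the replicate block, 6.14e-19 to 4.74e-04 over the alternatives). *Mest* (1.39), *Peg10* (0.98), *Peg3* (0.64), *Snrpn* (0.77) and *Magel2* (1.47) were among the higher ones. These genes were named after their values were seen. A candidate explanation is a loss of methylation at imprinted loci. Genes were also sorted by the direction that lost methylation would give, 26 tested genes to rise and 8 to fall. These sorted lists were compiled after the data were seen and are not confined to the 33 genes above, of which 24 were called. The share was not computed for those 33 genes alone. In the sorted lists 21 of the 26 called genes (80.8%) moved that way, just past the share required, which was itself set after the data were seen. The neighbours *Dlk1* (1.06) and *Meg3* (-0.23) went against it. RNA from hepatocytes does not account for *H19*, whose log2 fold change with the covariate for hepatocyte transcripts was 2.31. Some imprinted genes share exon bases with neighbours, 62.8% in *Igf2* and 27.3% in *Snrpn* on the same strand, and 23.1% in *Mest* on the opposite strand. Only the real split, 1 of the 4 that part all same-numbered pairs, gave so large a median of the list. This design cannot bring that share under 0.05, so the share decides nothing about a fortuitous grouping. Relative to all genes, the median of the list was 0.301 in the real split. The largest in size among the other splits was -0.148. Every other split mixes the genotypes, so a genotype difference would by itself leave a smaller median there. These medians therefore add nothing to the share. Any evidence against a fortuitous grouping of this list rests on the set test above, which assumes an inter-gene correlation of 0.01. Whether the transcripts follow endoderm differentiation itself was not tested, and DNA methylation was not analysed here. Whether the knockout libraries come from 1 clone is not stated, so a trait of a clone is not separated from an effect of lost *Bdh2*.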

How the results depend on the processing

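The tests in this part chosen after the result was seen are those with the covariate for hepatocyte transcripts and those on the hepatocyte, fetal hepatic and direction-sorted imprinted lists.

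The log2 fold changes of *Bdh2*, *Gata4*, *Gata6*, *Sox17*, *Sox7*, *Pdgfra*, *Hmox2* and *Nqo1* kept their direction and stayed past the threshold under every alternative that was run, and so did the medians of the primitive endoderm, mesendoderm and imprinted lists and of chromosome 16. Of the 61 named genes that were tested, 41 kept both under all alternatives that tested them, 15 gained or lost significance in at least 1, and 5 changed sign.

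The number of genes called fell from 6996 to 2457 (1185 higher and 1272 lower) in the test against a fold change of 1.2, and the 2-fold genes fell from 886 to 103 (70 higher and 33 lower) in the test against a 2-fold change. These tests ask for more than a filter on the estimate does. With a mean count of at least 50, 318 genes passed 2-fold (155 higher and 163 lower). Leaving out 1 replicate gave 5613 to 7409 genes, and 788 to 1177 at 2-fold. Scaling by library totals moved the share of higher genes among those called from 50.3% to 38.03% (2731 higher and 4451 lower), and the median log2 fold change of all genes from -0.01 to -0.07. The lower genes at 2-fold differed in identity as well as number. DESeq2 called 388, of which 350 were among the 542 of edgeR, and the fit without WT ASC replicate 3 called 789, of which 490 were. With the replicate block 6452 genes were called, 6338 of them shared, and the correlation of same-numbered replicates was 0.0633.

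The adherens junction list lost significance with library totals (median 0.0872), with a mean count of at least 50 (0.13), with the hepatocyte covariate (0.11) and without WT ASC replicate 1, its median ranging from 0.12 to 0.20 across the 6 fits that each left out 1 replicate. The focal adhesion list lost it with the hepatocyte covariate (0.0501) and without WT ASC replicate 1 (0.11, and 0.0700 to 0.12 across these 6 fits). The cause was not tested. As TPM, *Hmox2* was at 34.7 and 44.3 and *Nqo1* at 67.2 and 133.0 in WT and *Bdh2*-knockout ASCs, a change of scale that applies to both genotypes.

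Among results close to 0, signs changed for *Atg5* (0.0303 with the covariate, -0.0692 to 0.0177 with a replicate left out), *Becn1* (-0.0614 to 0.00890 with a replicate left out), *Dnmt3a* (-0.0491 with library totals, -0.00302 with a mean count of at least 50, -0.0644 with the covariate, -0.0239 to 0.0613 with a replicate left out) and *Hhex* (-0.00561 with library totals, -0.0880 to 0.16 with a replicate left out). The median of the S-phase list was -0.00115 with library totals. NRF2 targets without *Nqo1* went from 0.01 to -0.0433 with library totals and lay between -0.0165 and 0.0440 with a replicate left out. The covariate reversed *Ftcd* (0.19) and the median of the hepatocyte list it was made from (0.15), which for the list follows from how the covariate was built. For the others the cause was not tested. Counting each gene under each alternative as 1 result, 763 kept direction and side of the threshold, 47 lost significance and 21 gained it. Counted in the same way over 20 of the 33 lists and chromosome 16, 278 results kept both, 7 lost significance and 5, all of the S-phase list, gained it. These 20 include the hepatocyte and direction-sorted imprinted lists, which were compiled after seeing the data. Among the 13 lists left out of this count, NRF2 targets with *Nqo1* gained significance with DESeq2 (camera adjusted p = 0.0196, and up to 0.516 over all alternatives) and the pluripotency genes did with DESeq2 (0.0381) and without the filter (0.0444, and up to 0.464 over all alternatives). The median changed sign in 6 of these 13, for NRF2 targets with *Nqo1* (-0.0367) and pluripotency genes (-0.00100) with library totals, mesoderm genes with a mean count of at least 50 (0.19), and, at the most, apoptosis and autophagy genes with the covariate (0.0303), fetal hepatic genes without *Bdh2*-knockout ASC replicate 3 (0.18) and sex-linked genes with the covariate (0.18). *Runx2*, *Acox2*, *Acsm1*, *Baat* and *Hamp2* have too few counts for the filter, which is a limit of the depth, and for them values exist only under some alternatives. Without the mean expression filter the same 886 genes were 2-fold, since it removed 0 of them.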

Differences from the paper's values

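The test used here, edgeR's, was chosen before the data were examined, and the paper's methods name DESeq2. Of the tests in this part, only those with the covariate for hepatocyte transcripts were chosen after the result was seen.

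At the 2-fold threshold 542 genes were lower in *Bdh2*-knockout ASCs, whereas the paper's heatmap shows about 340 in Fig. 3E, read by eye. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's with DESeq2 (388), limma-voom (482), and without WT ASC replicate 1 (436), WT ASC replicate 2 (425), *Bdh2*-knockout ASC replicate 1 (480) or replicate 3 (489). It was not with median-of-ratios factors (535), library totals (634), no filter (702), a mean count of at least 50 (163), the replicate block (575), without WT ASC replicate 3 (789) or *Bdh2*-knockout ASC replicate 2 (561), in the test against a 2-fold change (33) or without the mean expression filter (542). The covariate for hepatocyte transcripts, chosen after seeing the values, gave 384. For the other counts the paper reports 5673 genes, 3175 higher and 2498 lower, and 696 at 2-fold. DESeq2 gave 5672, 3175, 2497 and 702 here, edgeR gave 6996, 3518, 3478 and 886.

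The paper describes adhesion genes as lower throughout in *Bdh2*-knockout ASCs (Supplementary Figure 3D). In the lists used here 19 adherens junction genes were higher and 7 lower, 19 focal adhesion genes were higher and 10 lower, and 3 gap junction genes were higher and 5 lower. With single replicates left out, 18 to 21 focal adhesion genes were higher and 4 to 10 lower.

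The paper finds DNA methylation on cytosine enriched among the lower genes at 2-fold (Figure 3E). Of 22 tested genes of the DNA methylation machinery 10 were higher and 2 lower here without the 2-fold threshold, and the lowest log2 fold change was -0.42. These genes are a list compiled by hand and not the GO term, whose members may differ. The values therefore do not decide whether that term is enriched.

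Several of the genes labelled in Figure 3E were not called by edgeR. *Runx2* was called without the filter on low counts (adjusted p = 0.0229) and without WT ASC replicate 3 or *Bdh2*-knockout ASC replicate 2, and over all alternatives its adjusted p ran from 0.0229 to 0.125. *Ftcd* (adjusted p = 0.0560, and 5.26e-04 to 0.842 over all alternatives) was called with DESeq2 (0.0495), library totals (0.0481), no filter (5.26e-04), the replicate block (0.0122) and without WT ASC replicate 3 (0.00644) or *Bdh2*-knockout ASC replicate 2 (0.0184). *Acox2* (adjusted p = 0.00253, and 0.0646 in the only other fit, by DESeq2) and *Hamp2* (0.0355) were called only without the filter. *Acsm1* was called without the filter (0.00125) and without WT ASC replicate 3 (0.00713) or *Bdh2*-knockout ASC replicate 2 (0.0427), with a range up to 0.169. *Baat* was called without the filter (0.00783) and without WT ASC replicate 3 (0.00149), with a range up to 0.179.

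By RT-qPCR the paper finds lower *Dnmt3a*, *Dnmt3b* and *Dnmt3l* in *Bdh2*-knockout ASCs (Figure 4A). In the RNA-Seq *Dnmt3b* (log2 fold change 0.59, standard error 0.06) and *Dnmt3l* (0.87, standard error 0.05) were higher with all 3 replicates above all WT replicates and under every alternative, and *Dnmt3a* did not differ (0.01, standard error 0.05). *Dnmt1*, whose protein the paper finds lower (Figure 4B), had a log2 fold change of 0.11 (standard error 0.05, adjusted p = 0.127 from edgeR). It was called higher without WT ASC replicate 3 (0.17, adjusted p = 0.00372), in a range over all alternatives of 0.00372 to 0.733. The paper finds lower *Evx1* and *Cdx2* by RT-qPCR (Figure 2I), and here *Evx1* was higher (0.77) and *Cdx2* was not called (0.39, higher where an alternative called it). *Myc*, lower in Figure 2E, was higher here (0.87), and *Hand1* (-0.73) and *Pax6* (1.57), unchanged in Figure 2I, differed. *Hand1* was not called with DESeq2 (adjusted p = 0.0731) or without WT ASC replicate 3 (0.0502), in a range over all alternatives of 0.00918 to 0.0731. *Pax6* was called in all 13 alternatives that tested it, and a mean count of at least 50 left it untested. None of the alternatives gave a negative value for *Dnmt3b*, *Dnmt3l*, *Evx1*, *Cdx2* or *Myc*. The paper describes a deeper reduction of *Bdh2* mRNA in its knockout ASC lines by RT-qPCR than the 57.7% of the WT level seen in the sequenced samples.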

Other observations

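In this part the tests on hepatocyte transcripts were chosen only after the result was seen.

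The number of called genes was weighed against technical explanations. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, only the real one (1 of 4) gave as many as 6996 genes, or as many as 886 at 2-fold. The other 3 gave 0 genes, with 193 to 284 at an unadjusted p under 0.05 against 8400 for the real split. The 6 splits that part fewer pairs also gave 0 genes, with 109 to 377 at an unadjusted p under 0.05. With 10 splits in all, a share under 0.05 is out of reach. With every library thinned to the smallest total, 6649 genes were called. The log2 fold changes correlated across genes with gene length at a Spearman's rho of 0.113 (0.113 with the replicate block) and with GC content at 0.0653 (0.0673 with the block), over genes that are not independent replicates. Of the tested genes 99.1% had a GC value. A small part of the shifts cannot be told apart from gene length. The share of counts in the 20 most counted genes differed by 0.228 percentage points between the genotypes. *Xist* had a log2 fold change of -0.48 (adjusted p = 0.0773 from edgeR), and the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* were counted 0 times in every library, so a difference in sex between the genotypes is not seen.

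Transcripts of adult hepatocytes were present in cultured ASCs in amounts that varied within each genotype. The summed level of 74 listed genes was 821, 496 and 79.2 CPM in WT ASC replicates 1, 2 and 3 and 56.7, 217 and 38.5 CPM in *Bdh2*-knockout ASC replicates 1, 2 and 3, and *Alb* spanned a 39.7-fold range. A WT library was the higher one in 8 of the 9 pairs of a WT and a *Bdh2*-knockout library, so the genotypes overlap when the libraries are taken as unpaired. In all 3 same-numbered pairs, however, the WT library was the higher one, and whether the amount depends on genotype was not settled. Of the 62 listed genes that could be tested 44 were called lower without pairing (camera adjusted p = 1.60e-06) and 59 with the replicate block (2.50e-17, in a range over all alternatives of 6.54e-19 to 0.858). Without pairing, the number of lower genes moved strongly with the fit. It was 9 of 74 with DESeq2, 8 of 62 with limma-voom and 4 of 62 without WT ASC replicate 1. Without the filter on low counts it was 66 of 74, and without WT ASC replicate 3 it was 67 of 70. Hepatic differentiation of the cultured cells is not seen in *Afp*, the fetal counterpart, which was at 0.0467% of *Alb* in the library with the most *Alb*, at 3 counts. The ratio of WT ASC replicate 2 to WT ASC replicate 1 was the same within counting error for 65 of 72 genes (90.3% inside their 95% binomial interval around 0.604), which is consistent with RNA from a single outside source in different amounts. Liver RNA is thus a candidate source, as a hypothesis. Its weight among the lower genes stayed open. Among 499 lower genes at 2-fold outside the list, 40 (8.02%) followed the order of the hepatocyte score within both genotypes, against 2.78% by chance and 2.49% of all tested genes outside the list. A further 43 of the 542 are on the list itself. With the score as a covariate 384 genes were lower at 2-fold, and 313 of the 542 were still called. Liver RNA may therefore contribute to some of the metabolic genes labelled in Figure 3E, such as *Ftcd* (log2 fold change 0.19 with the covariate), and how many of the calls it accounts for was not settled, since the score itself was mostly higher in WT libraries.

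Lower DNA methylation, which the paper raises as a possible result of its lower methyltransferase levels, was examined through genes that methylation keeps silent. Of 21 tested germline genes 9 were called higher, and the lowest log2 fold change was -0.27, with a median log2 fold change of 0.35 (0.20 to 0.36 over the alternatives, camera adjusted p = 8.02e-04, 5.36e-04 with the replicate block, 3.59e-05 to 0.00322 over the alternatives). For lost methylation a median above 0.5 had been named beforehand, so the median of 0.35 leaves this explanation open. Transcripts of *Dnmt3b* and *Dnmt3l* were higher at the same time.

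Whether the endoderm markers mark primitive endoderm alone was tested with mesendoderm genes outside the primitive endoderm list. They were higher as well, with a median log2 fold change of 0.77 (11 of 17 higher, 2 lower). The rise was thus not confined to the primitive endoderm list. The median is the value of *Evx1*, and the largest value, 3.14, is that of *Fgf5*. *T* was lower (-0.38, not called by DESeq2). The list was compiled by hand, so whether the cells took on a mesendoderm identity is left open. The rise of *Nqo1* could reflect the NRF2 response to oxidative stress, but the other NRF2 targets did not move as a set (27 tested, 8 higher and 9 lower, camera adjusted p = 0.448, 0.574 with the replicate block, and 0.151 to 0.739 over the alternatives). Targets of p53 did (30 tested, 13 higher and 6 lower, median 0.07, camera adjusted p = 0.0175, 2.36e-05 to 0.0488 over the alternatives), so a p53 response in the edited cells may contribute, though the shift is small.

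Of 36 tested histone genes 11 were called lower and 1 higher in *Bdh2*-knockout ASCs, 33.3% against 41.8% of the other tested genes. Called or not, 33 of the 36 (91.7%) had a negative estimate, with a median log2 fold change of -0.56 (camera adjusted p = 8.05e-04, 4.75e-04 with the replicate block, and up to 0.145 with a mean count of at least 50). In 58.3% of the 36 the estimated decrease exceeded 0.5. Unequal capture of unpolyadenylated RNA could give such a decrease, and it cannot be told apart here from a difference in histone expression, which bears on *Hist1h4n* among the lower genes of Figure 3E.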
